# Epigenetic mapping of the somatotropic axis in Nile tilapia reveals differential DNA hydroxymethylation marks associated with growth

**DOI:** 10.1016/j.ygeno.2021.06.037

**Published:** 2021-06-30

**Authors:** Ioannis Konstantinidis, Dafni Anastasiadi, Pål Sætrom, Artem V. Nedoluzhko, Robin Mjelle, Tomasz Podgorniak, Francesc Piferrer, Jorge M.O. Fernandes

**Keywords:** DNA hydroxymethylation, Epigenetics, Somatotropic axis, Growth, Teleosts

## Abstract

In vertebrates, the somatotropic axis comprising the pituitary gland, liver and muscle plays a major role in myogenesis. Its output in terms of muscle growth is highly affected by nutritional and environmental cues, and thus likely epigenetically regulated. Hydroxymethylation is emerging as a DNA modification that modulates gene expression but a holistic characterization of the hydroxymethylome of the somatotropic axis has not been investigated to date. Using reduced representation 5-hydroxymethylcytosine profiling we demonstrate tissue-specific localization of 5-hydroxymethylcytosines at single nucleotide resolution. Their abundance within gene bodies and promoters of several growth-related genes supports their pertinent role in gene regulation. We propose that cytosine hydroxymethylation may contribute to the phenotypic plasticity of growth through epigenetic regulation of the somatotropic axis.

## 1 Introduction

Somatic growth requires a well-tuned transcriptional synchronization of three main tissue types that compose the somatotropic axis: the pituitary gland, liver and skeletal muscle. From the production of growth hormone (GH) in the pituitary gland to the stimulation and regulation of hundreds of genes in the liver and muscle, the somatotropic axis plays a critical role across several biological pathways involved in somatic growth, carbohydrate and lipid metabolism, energy equilibrium, normal development and reproduction [1–3]. The insulinlike growth factors (IGF-I and -II), their receptors (IGFRS) and binding proteins (IGFBPS) that are present in substantial amounts in liver and fast muscle, are directly associated with GH and collectively regulate somatic growth. However, the interaction of these molecules is greatly affected by both endogenous and exogenous factors, i.e. sex, developmental stage, nutrition, genetic background, temperature, photoperiod, salinity, dissolved oxygen, immunocompetence and stress [4–7]. For example, previous research has shown that seasonal differences [8], photoperiod, and sexual maturity [9] affect insulin-like growth factor 1 (*igf1*) plasma levels and consequently somatic growth. In addition, the liver is the main source of *igf1* production; however, in cases of malnutrition the liver is predominantly unresponsive to GH stimulation [10]. Such interactions have been widely demonstrated and both endocrine and paracrine *igf1* have been linked to bone, cartilage and muscle growth across vertebrates [11].

Because growth rate varies considerably with environmental factors [12], epigenetic mechanisms, which are known to integrate genomic and environmental information to bring about the phenotype [13], have the potential to be major regulators of growth both in early development (e.g., thermal imprinting) [14–16], and adulthood. Indeed, intrauterine growth restriction in rats induces DNA methylation changes around growth hormone response elements of the IGF-1 gene, resulting in developmental re-programming and persisting long-term effects [17]. Additionally, epigenetic mechanisms are likely responsible for splicing events leading to the translation of tissue-specific IGF-1 peptides through the usage of alternative promoters and exons [18,19]. In teleosts, recent studies have shown that epigenetic modifications regulate the expression of important growth genes during temperature fluctuations such as the DNA methylation of *myogenin* in Atlantic salmon (*Salmo salar*) [20] and Senegalese sole (*Solea senegalensis*) [14,21]. We have recently reported that growth-related methylation differences in *igf2bp2* are likely linked to phenotypic differences between small and large Nile tilapia full-sibs [22]. We identified sex-specific DNA methylation marks within the *map3k5, akt3, gadd45g* and *ppargc1a* genes. Their epigenetic regulation could potentially explain size-related differences among sexes because of their involvement in processes such as cell cycle, proliferation, cellular response to glucose and muscle tissue development [22]. The epigenetic function of non-coding RNAs, such as microRNAs (miRNAs), has also been shown to play critical roles in somatic growth [15]. For example, miR-206 targets the 3’UTR of IGF-1 and directly affects its expression in Nile tilapia [23], while miR-1 and miR-133 regulate the sarcomeric actin organization in zebrafish [24]. Similar results have been shown in mammalian cells, such as hepatocellular carcinoma cells, where miR-190b directly regulates IGF-I expression [25]. DNA methylation plays also an important role within the GH/IGF-I axis. Recent studies have identified the P2 promoter of IGF-I to be epigenetically mediated by DNA methylation with significant consequences in IGF-I circulation and human growth [26,27]. Although DNA methylation is an epigenetic modification that has received much attention in response to several biological contexts, including the function and regulation of major components of the somatotropic axis, little is known for its oxidized derivative. DNA hydroxymethylation is an epigenetic modification that occurs via ten-eleven-translocation enzymes, which catalyse the oxidation of 5-methyl (-CH_3_) into 5-hydroxymethyl (-CH_2_OH) groups in cytosines (5hmCs) [28]. Additionally, 5hmC has been identified as a stable DNA modification with a pertinent role in gene regulation and transcription [29,30], tissue-specific patterns and developmental stage-dependent profiles [31]. In human, 5hmCs are not exclusively correlated with DNA methylcytosine (5mC) content and when found in transcribed gene bodies they have been positively correlated with transcription [32]. In spite of 5hmC’s significance in regulating gene expression in humans [31–33] and mice [34,35], little is known about its role on growth, especially taking into account that it has been associated with abnormal growth, cancers and oncogenic pathways such as the PI3K-Akt [36,37].

Growth hormone signaling and the overall function of the somatotropic axis is largely conserved through evolution between fishes and higher vertebrates [38]. In contrast to mammals, most teleosts are poikilothermic and thus their growth rate is influenced to a greater extent by variations in environmental factors such as temperature. Furthermore, mammals have a determinate growth in comparison to many teleost species, which exhibit indeterminate growth. Together, the functional conservation of the somatotropic axis and the peculiarities described above, make teleosts excellent models for the investigation of epigenetic mechanisms that modulate the somatotropic axis. In this study, we compared genome-wide and tissue-specific 5hmC profiles at single nucleotide resolution between pituitary, liver and muscle using Nile tilapia (*Oreochromis niloticus*) as our model organism. Finally, we investigated the link between 5hmC and gene expression in skeletal muscle, since it constitutes the majority of the body mass and is directly related to growth.

## 2 Results

### 2.1 Tissue-specific 5hmC levels across the somatotropic axis

Pituitary, liver and muscle samples were collected from five Nile tilapia male siblings that were reared for 8 months in common garden. Among the three main tissues that comprise the somatotropic axis, 5hmC levels were highest in liver, followed by muscle and pituitary. The overall 5hmC levels of each tissue followed the sequencing depth of the corresponding reduced representation 5hmC profiling (RRHP) libraries (see Methods). Pituitary libraries had an average depth of 21.7 M raw reads compared to 28.1 M and 22.6 M raw reads in liver and muscle libraries, respectively. After quality control, adapter trimming and alignment of the sequenced reads to the Nile tilapia genome, an average of 10.6, 14.9, and 11.5 M reads were obtained from the libraries prepared from pituitary, liver and muscle, respectively (Fig. S1).

The Nile tilapia genome contains 1,613,446 CCGG sites in both strands across its 22 linkage groups and the mitochondrial genome. RRHP captured 75% (1,211,876 CCGG) of all possible sites. The reduced coverage was mostly attributed to the size selection during library preparation. Compared to the total number of genomic CCGGs, 15.7% was significantly hydroxymethylated based on the median filtering of 5hmC counts (see Methods). The remaining 59.3% was dominated by 5hmC sites with very low counts across all tissues. A total of 16,812 5hmCs, which was approximately 1% of the total genomic CCGGs, were identified as differentially hydroxymethylated among the three tissues (Fig. 1A).

The highest difference was detected between the muscle and liver (MvL), with 15,757 cytosines being differentially hydroxymethylated, out of which 3119 were hyper-hydroxymethylated in muscle (q < 0.01). By comparing the hydroxymethylation profiles between muscle-pituitary (MvP) and liver-pituitary (LvP) we identified 1728 (q < 0.05) and 1467 (q < 0.01) additional DhmCs, respectively (Fig. 1B). An overlap of almost 2000 DhmCs was observed between pairs (MvL-LvP, MvL-MvP and LvP-MvP); however, we identified only four cytosines with significantly different hydroxymethylation levels among all pairwise comparisons (Table S1). Two of these four DhmCs were found within predicted long non-coding RNAs (*LOC102076435* and *LOC112847764*), one DhmC located within the predicted gene gap junction delta-3 protein-like (*LOC100690349*) and one DhmC within the par-3 family cell polarity regulator alpha, b (*pard3ab*).

### 2.2 Tissue-specific DNA hydroxymethylation abundance within genomic features

Although DNA hydroxymethylation levels were not significantly different among tissues due to high variation among individuals, we identified significant differences in DhmC enrichment within the annotated features of the Nile tilapia genome. Compared to liver, the muscle was characterized by an overall hypo-hydroxymethylation across all the annotated features (*p* < 0.001), including promoter regions (*p* < 0.05; Fig. 2A). Striking differences were also observed between pituitary and muscle, with exons and intergenic regions being mostly hypo-hydroxymethylated in muscle (*p* < 0.001; Fig. 2B). By comparing liver to pituitary, we observed that the liver genome was hyper-hydroxymethylated across all the annotated features with significant enrichment within introns and exons (p < 0.001) and transcription termination sites (*p* < 0.05; Fig. 2C). The relative enrichment of DhmCs was calculated based on the number of 5hmCs with the highest 5hmC levels in each annotated feature per tissue. Compared to liver and pituitary, DhmCs with the highest levels of hydroxymethylation in muscle were relatively enriched in introns (12%) and promoters (104%), whereas exons were depleted by 58%.

In contrast, DhmCs with highest levels of hydroxymethylation in liver were relatively depleted within promoters and enriched within exons, compared to muscle and pituitary (Fig. S2). The highest percentage of DhmCs among all tissues was detected within introns (40% on average), while DhmCs in intragenic regions including promoters represented 70%, 74.6% and 71.8% of the entire dataset in muscle, liver, and pituitary, respectively.

### 2.3 Differentially hydroxymethylated cytosines are found in genes with distinct molecular functions in each tissue

To better understand whether DhmCs were linked to tissue-specific genes and potentially their functions, we performed a gene ontology enrichment analysis based on the genes containing or being closely associated to DhmCs. In total, we identified 2102 hyper-hydroxymethylated genes in muscle compared to liver and pituitary, 4993 genes in liver compared to muscle and pituitary and 1006 genes in the pituitary compared to muscle and liver. Interestingly, we identified 773 genes containing hyper-hydroxymethylcytosines in both the muscle and liver, 40 common genes between muscle and pituitary and 23 genes shared between liver and pituitary (Fig. 1C).

In muscle compared to liver, genes containing hypo-5hmCs (lower 5hmC levels in muscle) were associated with molecular functions related to transcription regulator and GTPase activator activity, GTPase binding and Ras GTPase binding. Gene ontologies related to development as well as anatomical structure and system development were among the most enriched biological processes. Furthermore, we identified 12 biological processes linked to metabolism, including regulation of primary, cellular, macromolecule, RNA and nitrogen compound metabolic process. Interestingly, hypo-5hmCs were assigned to gene ontologies such as skeletal system, muscle structure and cartilage development (Table S2). On the other hand, hyper-5hmCs (higher 5hmC levels in the muscle) were primarily associated to ionotropic glutamate receptor activity, signaling receptor activity and cell surface receptor signaling pathway, as well as system development and developmental process (Table S3). Notably, 773 genes were identified containing both hyper- and hypo-5hmCs that occurred in different intragenic loci. These genes were primarily linked to the regulation of biological and cellular processes, as well as the signal transduction and response to stimulus (Table S4).

In muscle compared to pituitary, hyper-hydroxymethylated genes (higher 5hmC levels in the muscle) were associated with tissue morphogenesis and the morphogenesis of an epithelium, as well as the developmental process and signaling among other gene ontologies (Table S5). Hypo-hydroxymethylated genes (lower 5hmC levels in muscle) were enriched for functions related to transcription regulator activity and the regulation of metabolic and biosynthetic process of macromolecules and RNA (Table S6). We identified 40 shared genes between muscle and pituitary containing hyper- and hypo-5hmCs in different loci. However, due to the relatively low number of genes we did not identify any significant enrichment for molecular functions or biological processes.

Compared to pituitary, the liver contained hypo-hydroxymethylated genes (lower 5hmC levels in liver) that were enriched for a cell surface receptor signaling pathway and axon target recognition (Table S7). In contrast, hyper-hydroxymethylated genes (higher 5hmC levels in the liver) were enriched for molecular functions related to protein and DNA binding. The most enriched biological processes were the regulation of cellular and biological processes, signaling and signal transduction (Table S8). In total, 23 genes containing hyper- and hypo-5hmCs were found within the LvP pairwise comparison. Among them, we identified the gene coding for arginine-glutamic acid dipeptide repeats protein (rere), which is involved in cell survival and apoptosis [39], and the protein phosphatase 1 regulatory subunit 3C (*ppp1r3c*) involved in glycogen metabolism as well as the metabolic process of macromolecules [40].

### 2.4 Differentially hydroxymethylated genes involved in somatic growth

Genes that play a critical role in development and somatic growth were identified across all pairwise comparisons. Most genes involved in somatic growth were hypo-hydroxymethylated in muscle compared to liver. These included several fibroblast growth factors (*fgf5*, *fgf6, fgf8, fgf12, fgf14* and *fgf22*), the receptor *fgfr3* and the fibroblast growth factor receptor substrate 2 (*frs2*). Only *fgf10* and *fgfr4* were hyper-hydroxymethylated in muscle. Additionally, growth arrest-specific proteins (*gas2l3* and *gas7*) and growth differentiation factors (*gdf3*, *gdf5, gdf6, gdf6a* and *gdf10*) were also hypo-hydroxymethylated in muscle. Hypo-5hmCs were detected within the last exon of growth hormone secretagogue receptor type 1 (*ghsr*), the second intron of insulin-like growth factor 2 mRNA binding protein 2 (*igf2bp2*), the first and third introns of insulin-like growth factor binding protein 5 (*igfbp5*) and the 32nd intron of IGF like family receptor 1 (*igflr1*). On the other hand, the promoter of the growth hormone releasing hormone (*ghrh*), the first intron of the insulin-like growth factor binding protein 2-B and the 29th exon of *igflr1* contained a single hyper-5hmC. Several genes involved in somatic growth contained both hyper- and hypo-5hmCs in different intragenic loci. These included the myoD family inhibitor domain-containing protein (mdfic), the multiple epidermal growth factor-like domains protein 10 (*megf10*) and the myosin heavy chain fast skeletal muscle (*myh*) (Fig. 3A; Table S9A). In muscle compared to pituitary, we identified two hyper-5hmCs located 7549 and 7367 bp, from the transcription start site (TSS) of the myostatin (*mstn*) gene, and a single hyper-5hmC at 6945 bp from the TSS of the growth arrest and DNA damage inducible gamma (*gadd45g*) gene. Similar to the comparison between muscle and liver, fibroblast growth factor genes *fgf5, fgf12* and *frs2* were hypo-hydroxymethylated in muscle compared to pituitary; however, hyper-5hmCs were detected within the *fgfr2* and *fgfbp3* genes. Additionally, two hyper-5hmCs were identified within the 5th exon and 7th intron of the gene coding for myoD family inhibitor domain-containing protein 2 (*mdfic2*) (Fig. 3B; Table S9B). Several of the above-mentioned genes were also differentially hydroxymethylated in liver compared to pituitary (Fig. 3C; Table S9C).

### 2.5 Gene expression profiling in Nile tilapia fast muscle

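Fast muscle RNA from 5 Nile tilapia, named M1 to M5 and weighing between 683 and 1298 g, was sequenced as 1 library per fish. The paper states that the fish were reared for 8 months, and the labels of the deposited samples give an age of 5 months. The authors aligned the trimmed reads to the Nile tilapia genome and deposited the number of fragments they counted on each annotated feature, in most cases a transcript, without normalization. The total counts per fish ranged from 26750559 to 90337019, with a median of 36731226. For the values given with the expression results, the counts were divided by the size factors of DESeq2's median-of-ratios method, and transcripts were ranked by the mean of these normalized counts over the 5 fish. Transcripts were assigned to genes by their coordinates on the assembly O_niloticus_UMD_NMBU, and 79938 of the listed features were matched to 1 of 42630 genes of the RefSeq gene table. Across the 28066 transcripts with at least 10 counts in every fish, the Pearson correlation between the log2(normalized count + 1) values of a pair of libraries ranged from 0.947 to 0.972. This is a correlation across transcripts, which are not independent replicates. With regularized log values in place of log2(normalized count + 1), the mean correlation rose from 0.960 to 0.988. Those values are shrunk towards their mean over the libraries, so the rise does not show that the libraries are more alike. All libraries come from 1 tissue and 1 condition, so they hold no comparison between tissues. The 5hmC counts were not analysed here.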

We investigated the correlation between 5hmC levels and gene expression in muscle, since it constitutes the majority of the total body mass in Nile tilapia and it closely reflects growth rate. 

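Table S10 gives, as the paper's values, 49791573 raw reads for M2 and between 18209404 and 21686206 raw reads for the other fish. In the deposited counts, 49491 transcripts had at least 1 count in M2, and between 44161 and 45925 had at least 1 count in each of the other libraries. When the counts of each library were drawn at random down to the total of the smallest library, M1, 43901 transcripts were detected in M2 and between 43802 and 44287 in the others.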

The average sequencing depth of the RNA-Seq libraries was 26 M reads (Table S10). Approximately 1 M reads were excluded from the analysis after quality control (Q > 20) and trimming. On average, 2.8 M reads were mapped multiple times and 19.2 M reads were mapped uniquely to the reference Nile tilapia genome. 

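The overall alignment rate that Table S10 reports, as the paper's value, is 65.93% for M1 and lies between 94.65% and 95.5% for the other libraries. The median-of-ratios size factor of the deposited counts was also smallest for M1, at 0.607, against 0.923 for M3, 0.828 for M4, 1.00 for M5 and 2.20 for M2. The mean correlation of M1 with the other libraries was 0.961, and that of the other fish lay between 0.953 and 0.966.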

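The deposited count table lists 80416 features, or 80417 lines with its header. Most are transcripts, and all are called transcripts here. Of these, 55629 had at least 1 count in at least 1 fish and 24787 had no count in any fish. At least 1 count in every fish was found for 38187 transcripts. With each fish left out in turn, between 53189 and 54844 transcripts were detected. A count of 0 in a library allows up to 3 counts, so a transcript without counts was not detectable at this depth. Requiring at least 10 counts in every fish moved the number detected most.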

In total, we identified 80,417 transcripts that were ranked based on their normalized counts. The gene with the highest expression in Nile tilapia fast muscle was the actin alpha skeletal muscle A (*LOC100534413*), which is involved in several biological processes including muscle contraction, myosin binding, skeletal muscle fibre development and thin filament assembly. 

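The actin transcript, listed as acta1b in the RefSeq gene table, lies on linkage group 1 from 25587889 to 25591779. Its normalized count was 1138152 ± 218778 (SD, n = 5 fish). The values were 1365889 in M1, 1216352 in M2, 1119842 in M3, 1208554 in M4 and 780125 in M5. The next transcript of the ranking, mylpfa, had a normalized count of 740901 ± 102377 (SD, n = 5 fish), a ratio of 1.54 between the means. Actin was above mylpfa in 5 of 5 fish (exact paired sign-flip permutation test, two-sided, p = 0.063, the smallest p that 5 fish allow). Actin was the first transcript in M1, M2, M3 and M5. In M4 the first transcript was the myosin heavy chain LOC100707599, with a normalized count of 1488122. With each fish left out in turn, actin kept the highest mean and its ratio to the next transcript ranged from 1.34 to 1.62. After division by transcript length (TPM), the ratio was 1.29 and actin was above the next transcript in 4 of 5 fish (exact paired sign-flip permutation test, two-sided, p = 0.125). The paper ranks the transcripts by their normalized counts and states that actin has the highest expression.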

Among the genes with the highest expression, we identified several fast skeletal muscle myosin light and heavy chains (*mylpf, LOC100712344, LOC100707599, LOC100698429*), creatine kinases muscle a and b (*ckma* and *ckmb*), ATPase sarcoplasmic/endoplasmic reticulum Ca2+ transporting 1 like (*atp2a1l*) and several isoforms of troponin T (*LOC100707421*) and tropomyosin 1 (*tpm1*) (Table S11).

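Of the transcripts in Table S11, 29 were among the 30 with the highest mean normalized count. The myosin heavy chain LOC100707599, on linkage group 4, had a normalized count of 717385 ± 529349 (SD, n = 5 fish) and ranked between 1 and 55 in single fish. LOC100712344, in the same cluster, had a normalized count of 654704 ± 268696 (SD, n = 5) and ranked between 2 and 28. The difference between the means of this pair was smaller than the SD of either transcript. The log2 ratio of LOC100707599 to LOC100712344 was -0.096 ± 1.92 (SD, n = 5) (exact paired sign-flip permutation test, two-sided, p = 0.875). Its sign is opposite to the order of the means, so no order of the pair is established. Only primary alignments were counted, so the level of a single copy in this cluster is uncertain where a fragment aligns to several copies, and the sequence identity of the copies was not measured. The creatine kinases ckmb and ckma had normalized counts of 615315 ± 79468 and 471190 ± 75614 (SD, n = 5). The most expressed transcript of atp2a1l had a normalized count of 596206 ± 78450 (SD, n = 5). The myosin light chain LOC100698429, named mylz3 in the gene table, had a normalized count of 331832 ± 28652 (SD, n = 5). The most expressed transcripts of troponin T and tpm1 had 325528 ± 31278 and 306777 ± 55452 normalized counts (SD, n = 5).

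**Figure D1:**
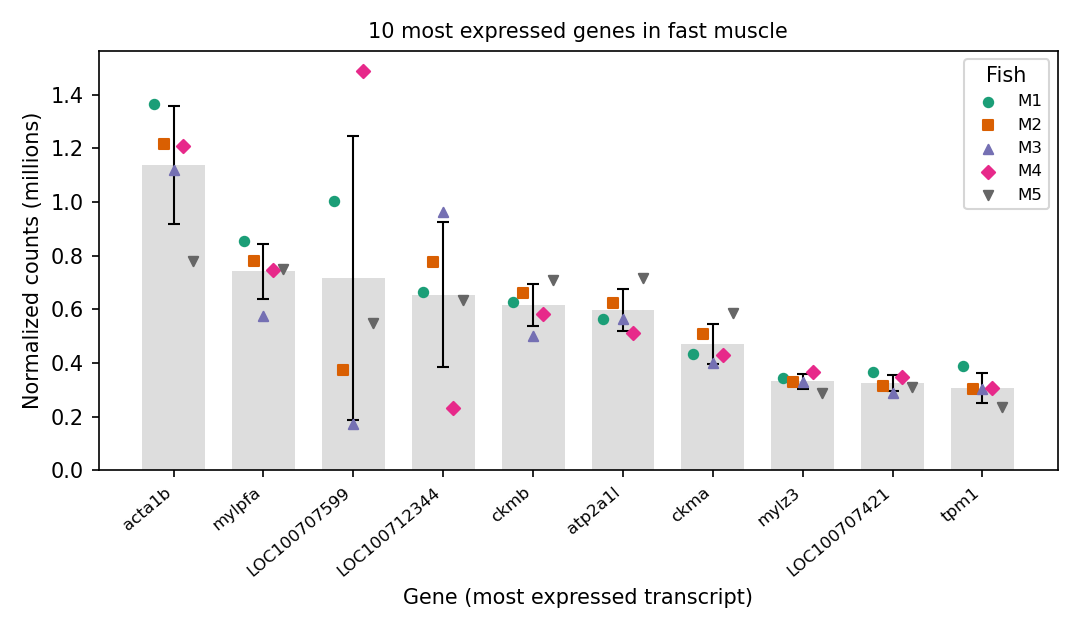
Normalized counts of the most expressed transcript of each of the 10 most expressed genes in fast muscle. Bars are means over 5 fish, error bars are SDs and each point is 1 fish. The points of LOC100707599 span 172255 to 1488122 normalized counts.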

### 2.6 Association of muscle-specific gene expression and DNA hydroxymethylation

To investigate the links between DNA hydroxymethylation and gene expression levels in muscle, we performed a principal component analysis using three variables: the 5hmC levels, the distance to the transcription start site (TSS) and gene expression. The first principal component (PC1) was strongly related to variation in both the distance to TSS (ρ = 0.63) and gene expression (GE; ρ = 0.70), indicating that these variables were strongly positively correlated in our data. On the other hand, 5hmC levels were strongly represented in the second principal component (PC2; ρ = 0.84) revealing no correlation with GE (ρ = 0.10; Fig. 4). Since the first kilobases up- and downstream of promoter regions have been previously correlated with gene transcription and alternative splicing [41–43], we also investigated the correlation between gene expression and 5hmC levels in promoters, first introns and first exons.

Consistent with our findings above, we identified a negative correlation between 5hmC levels and gene expression in all three comparisons (Fig. 5). Among the most expressed genes in fast muscle, we identified 4 differentially hydroxymethylated genes between muscle and liver. 

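The genes that Table 1 lists were measured in the same 5 fast muscle libraries. By their most expressed transcripts, atp2a1l ranked 6, mylz3 ranked 9 and the troponin T gene LOC100707421 ranked 10 by mean normalized count. The nucleoside diphosphate kinase gene LOC100697135 had 302168 ± 62867 normalized counts (SD, n = 5 fish) and ranked 23, with ranks between 8 and 26 in single fish. The rank of mylz3 ranged from 8 to 22 in single fish and was 17 without M3. Among the myosin heavy chains, LOC100707599 ranked 3, and 7 without M4 or on the mean of regularized log values. LOC100706261 had 140086 ± 19293 normalized counts (SD, n = 5) and ranked 65, with ranks between 38 and 66 in single fish. Counting each gene once, by its highest transcript, LOC100706261 ranked 21 and LOC100697135 ranked 11. In TPM, LOC100707599 ranked 29, atp2a1l ranked 20, LOC100707421 ranked 5 and LOC100697135 ranked 3. The positions of the DhmCs are the paper's, and they were placed here on the transcripts of the count table. On linkage group 4, the positions 23538241 and 23538340 lie 8169 and 8070 bases beyond the 3′ end of LOC100707599, at 19650 and 19551 bases from its TSS. The same positions lie 20841 and 20940 bases upstream of the TSS of LOC100706261. The positions 34504991 and 34505127 on this linkage group lie 4180 and 4044 bases beyond the 3′ end of LOC100697135, which is transcribed from the minus strand. The positions 16443052 and 16442970 on linkage group 8 fall in exon 16 of 24 of atp2a1l. On linkage group 23, position 22143050 falls in exon 5 of 6 of mylz3. On linkage group 7, position 3582578 falls in intron 1 of LOC100707421, at 1318 bases from the TSS of its transcript with the nearest TSS.

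**Figure D2:**
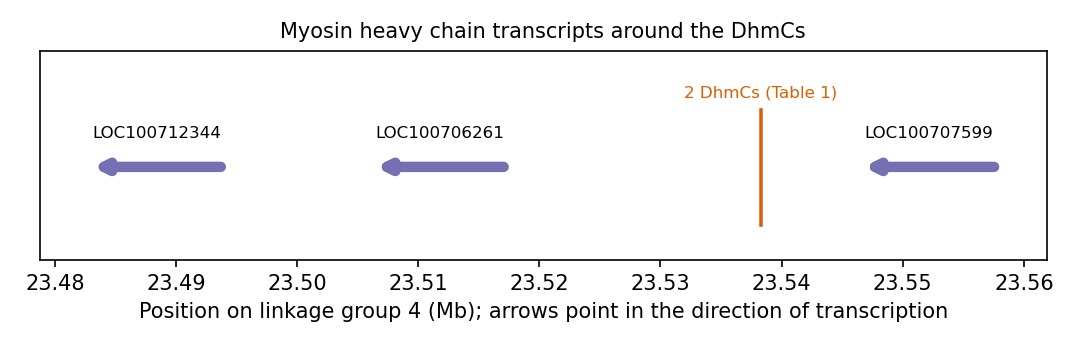
Positions of the myosin heavy chain transcripts LOC100712344, LOC100706261 and LOC100707599 on linkage group 4 with the pair of DhmCs of Table 1 drawn as a vertical line. Arrows point in the direction of transcription, and the DhmCs lie between LOC100706261 and the 3′ end of LOC100707599.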

Two DhmCs were located 19,650 and 19,551 bp upstream of the myosin heavy chain fast skeletal muscle (*LOC100706261*) promoter, two DhmCs were located 10,176 and 10,040 bp upstream of the nucleoside diphosphate kinase B (*LOC100697135*) promoter, two DhmCs were found within the 16th exon of *atp2a1l*, one DhmC within the 5th exon of myosin light chain 3 skeletal muscle isoform (*LOC100698429*) and one DhmC within the 1st intron of troponin T fast skeletal muscle isoforms (*LOC100707421*). Surprisingly, all 5hmCs were hypo-hydroxymethylated in muscle compared to liver, except the one that was located closest to the TSS (1318 bp) and within the 1st intron of troponin T fast skeletal muscle isoform (Table 1).

## 3 Discussion

This study presents the first DNA hydroxymethylation profiling of the somatotropic axis at single nucleotide resolution in a teleost species. We compared the 5hmC levels among tissues and identified the liver as the tissue with the highest, the muscle with intermediate and the pituitary with the lowest 5hmC levels (Fig. 6). In contrast to these results, global 5hmC levels of the muscle and liver measured by liquid chromatography mass spectrometry (LC/MS) in male zebrafish (*Danio rerio*) revealed that muscle had higher 5hmC levels than liver [44]. Similarly, 5hmC quantification by LC/MS in muscle and liver of mice, showed higher 5hmC levels in muscle than liver [45]. These results can potentially be explained either by species-specific 5hmC patterns or by the methods used, i.e. reduced representation of the genome using RRHP, compared to global 5hmC quantification using LC/MS. The low 5hmC content in pituitary gland in Nile tilapia is in accordance with previous findings in mice [45]. Indeed, reports have demonstrated that high 5hmC levels in brain are associated with tissue-specific neuronal functions [46,47], compared to pituitary, which is responsible for hormone secretion.

Based on the functional enrichment analysis of hyper-hydroxymethylated genes in muscle compared to liver, we identified several genes involved in ionotropic and metabotropic glutamate receptor activity. These genes were associated with all three types of ionotropic glutamate receptors, namely, the *N*-methyl-d-aspartate (NMDA), the kainate and the a-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptors while their functions were mostly associated with fast synaptic transmission and the modulation of synaptic responses [48]. A previous study using C2C12 mouse skeletal myoblasts has shown that NMDA receptors play a major role in calcium influx and myoblast fusion, which are fundamental processes for muscle growth [49]. Furthermore, we also identified several differentially hydroxymethylated metabotropic glutamate receptors (*grm1, grm2, grm4, grm7* and *grm8*) between muscle and liver, which play critical roles in cell survival, metabolism and proliferation through their association with the PI3 kinase and the initiation of the PI3K-Akt-mTOR signaling pathway [50]. Glutamate receptors were found to be under positive selection across several domesticates [51], including fish [52]. Particularly in sea bass (*Dicentrarchus labrax*), the identification of genetic mutations after many generations in captivity was found to be overlapping with early changes in DNA methylation profiles during domestication, suggesting that epimutations potentially drive genome evolution [53]. Here, we identified significantly hydroxymethylated ionotropic and metabotropic glutamate receptors within the somatotropic axis, which supports the functional importance of these genes in somatic growth.

Finally, we identified several DhmCs within the receptor-type tyrosine-protein phosphatase N2 (*ptprn2*) gene, which is expressed in nervous and endocrine cells and it is associated with lipid metabolism and insulin secretion [54,55]. Previous studies have shown that *ptprn2* is largely associated with somatic growth, and regulated by epigenetic modifications in various biological processes including hepatocellular carcinomas [56], breast cancer [57], as well as prenatal growth patterns and birthweight in humans [58]. Therefore, it is likely that DNA hydroxymethylation may modulate somatic growth indirectly, through the regulation of genes related to neuromuscular and neurohepatic signals.

Growth hormone release depends on three hypothalamic factors, namely, growth hormone releasing hormone (GHRH), somatostatin (SST) and ghrelin multifaceted hormone (GHRL) [59,60]. The latter is stimulated by receptors, such as the growth hormone secretagogue receptor (*ghsr*), which was found to be hyper-hydroxymethylated in the liver, compared to the muscle and pituitary. *Ghsr* encodes for a tissue-specific hormone receptor that is commonly found across the somatotropic axis and regulates energy homeostasis, fat distribution and the expression of genes involved in lipid metabolism and total body weight [61,62]. Notably, among the differentially hydroxymethylated genes, we also identified a hyper-5hmC (higher 5hmC level in muscle than liver) within the promoter of the growth hormone *ghrh* as well as several hyper-5hmCs (higher 5hmC levels in muscle and pituitary than liver) within predicted genes coding for somatostatin in Nile tilapia (*loc102077970* – somatostatin-1; *loc100698045* – somatostatin-1B; *loc100694069* – somatostatin-2), known also as growth hormone-inhibiting hormone. Additionally, we identified differentially hydroxymethylated genes that play critical roles in growth hormone signaling and are downstream regulators of somatic growth, such as the insulin-like growth factor binding proteins *igfbp2, igf2bp2* and *igfbp5* and the receptor *igflr1*. In particular, hyper-5hmCs (higher 5hmC levels in muscle than liver) were located within *igfbp2* and the 29th exon of *igflr1* while hypo-5hmCs (lower 5hmC levels in muscle than liver) were located within igfbp5, *igf2bp2* and the 32nd intron *igflr1* (Table S9A). The same genes were also differentially hydroxymethylated between liver and pituitary. A hyper-5hmC (higher 5hmC levels in liver than pituitary) was found within *igf2bp2*, and a hypo-5hmC (lower 5hmC levels in liver than pituitary) was located within *igflr1*. Considering that epigenetic modifications drive tissue-specific gene expression, it is likely that differentially hydroxymethylated cytosines can contribute towards the expression of insulin-like growth factor receptor and binding protein genes. These results suggest a link between DNA hydroxymethylation and the function of the somatotropic axis (Fig. 6).

Interestingly, several genes were both hyper- and hypo-hydroxymethylated between tissues due to the localization of unique DhmCs across their gene body or their proximal regions. For example, the above-mentioned *ptprn2* gene was highly hydroxymethylated in liver (compared to muscle) across the 1st, 3rd and 8th introns as well as the 5th exon, but a hypo-hydroxymethylated cytosine (low 5hmC levels in liver compared to muscle) was also present in the 10th intron. Similar patterns were observed in other genes, including the multiple epidermal growth factor-like domains protein 10 (*mefg10*) and insulin receptor (*insr*), methyltransferases such as *mettl21c* and *mettl4*, adhesion G protein-coupled receptors (*adgrf4, adgrl2, adgrl3, adgrb1*) and several transcription factors (*atf2, atf3, ebf3, grhl1, gtf3c1, gtf3c3, hsf2, sox4* and *runx2*). Taking into consideration the enrichment of 5hmCs within introns and their positional dynamics between tissues, these findings could potentially explain tissue-specific gene expression through the regulation of alternative promoters or splicing junctions. Indeed, recent studies have shown that DNA hydroxymethylation is involved in alternative splicing [63,64] and that positional dynamics of 5hmCs within or in proximal distance of genes result in expression changes [35].

Additionally, studies in mammals and mammalian cells have shown that DNA hydroxymethylation is positively correlated to gene expression and is present in gene bodies of actively transcribed genes [65–67]. Here, even though the correlations of gene expression in the muscle and 5hmC levels were generally moderate (ρ = 0.47–0.63), we found that 5hmCs display a positive correlation with distance from TSSs; the farther the 5hmCs from a TSS, the higher the expression of genes. Although, this correlation included both upstream and downstream 5hmCs from the TSS, 80% of those 5hmCs were located within gene bodies. Therefore, this correlation was primarily affected by 5hmCs within the downstream region of TSSs. Frequently, first introns and exons are positively associated with gene regulation [41–43]. By comparing muscle gene expression and 5hmC levels of promoters, first introns and first exons, we determined that 5hmCs in close proximity to TSSs had an overall negative correlation with gene transcription. However, a close examination of the top 30 most expressed genes in muscle and their hydroxymethylation status revealed that the only hyper-5hmC in muscle compared to liver was also the closest one to the TSS of *troponin T fast skeletal muscle isoform*. 

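The 30 transcripts with the highest mean normalized count in fast muscle belonged to 14 distinct genes. They took 29.4% ± 1.43 (SD, n = 5 fish) of the counts of a library, between 27.4% and 30.8%. Troponin T was represented by 11 transcripts. When each gene entered once, by its most expressed transcript, the 30 most expressed genes took 49.9% of a smaller total, the counts summed over 1 transcript per gene. The mean of the regularized log values gave 13 distinct genes, and leaving out each fish in turn gave between 12 and 14.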

Several hypo-5hmCs (lower 5hmC levels in muscle than liver) were found at a distance of 10–19 kbp upstream from the promoter as well as within the open reading frames of highly expressed genes in the muscle but none of them were located within the first intron or exon. These findings suggest that the position of 5hmCs within gene features plays indeed a crucial role in gene repression or activation. The overall negative correlation between 5hmCs and gene expression in our study is likely attributed to the presence of other epigenetic mechanisms that were not profiled here, such as cytosine methylation, histone modifications and non-coding RNAs. Although, high 5hmC levels are usually correlated with gene activation, there is also evidence of 5hmCs being involved in the repression of genes such as the insulin-degrading enzyme (IDE) in depressed individuals [68] and polycomb groups of developmental regulators [66]. In human, there is a high overlap (85.6%) between 5mCs and 5hmCs [69]. Previously, high 5mC levels within the first intron of genes have been strongly associated to low levels of expression across multiple species and tissues [43]. Considering the potential overlap between these two cytosine modifications, their overall contrasting roles in gene regulation, their relative abundance (5mCs are estimated to be 14-fold more abundant than 5hmCs in mammalian embryonic stem cells [28]), and the moderate negative correlation between substantially hydroxymethylated genes and their expression, we propose that the presence of 5hmCs throughout the genome plays a balancing role in gene regulation.

## 4 Conclusions

Somatic growth and normal development are regulated by a complex molecular cascade that is affected by several mechanisms, including epigenetic modifications. Here, we show that DNA hydroxymethylation is present throughout the genome, is characterized by tissue-specific profiles and is highly enriched within gene bodies (Fig. 6).

Several genes that are both directly or indirectly associated with functions such as growth hormone release, insulin-like growth factor binding, liver metabolism and somatic growth were found to be differentially hydroxymethylated between pituitary, liver and muscle. We identified a moderate but significant negative correlation between gene expression and 5hmC levels in muscle. However, one of the most expressed genes in the muscle (*troponin T fast skeletal muscle*) contained a single hyper-5hmC (higher 5hmC levels in the muscle than liver) within the first intron, revealing a positive correlation between DNA hydroxymethylation and gene expression. The high overlap between 5hmCs and 5mCs and their overall contrasting roles in gene transcription pinpoints towards a dynamic interrelationship with DNA hydroxymethylation acting as a balancing factor in gene regulation within tissues. The identification of tissue-specific epigenetic modifications within the somatotropic axis adds an additional layer of complexity to our current knowledge about the regulation of growth.

## 5 Materials and methods

### 5.1 Experimental design and sampling

Female wild Nile tilapia mouthbrooding fertilized eggs were captured using traditional fishing nets and traps at the river Nile in Luxor, Egypt. At 9 days post-hatching, the larvae were transported to our research facilities in Bodø, Norway. A total of 14 batches of juveniles originating from 14 different wild females were tagged and used as the base population (F0) for our Nile tilapia breeding program. These Nile tilapia were reared in a recirculating aquaculture system (pH = 7.6, oxygen saturation = 100%, temperature = 28 °C and photoperiod adjusted at 11:13 dark:light) and fed ad libitum with 0.15–0.8 mm Amber Neptun pellets (Skretting, Norway) as previously described [70]. After a successful reproduction cycle in captivity, we obtained the F1 generation. These fish were PIT-tagged and reared for 8 months in common garden to minimize the effect of environmental factors. For the samples used in this study, 5 full-sib F1 males were randomly selected from the tank. We focused on Nile tilapia males because they are preferred for fish farming, since they grow faster and larger than females. The fish were euthanized by immersion for 3 min in 10 L of water containing 15 mL clove oil pre-mix, consisting of pure clove oil (Sigma Aldrich, USA) and 96% ethanol at a 1:9 ratio. Fast (white) muscle, liver and pituitary gland were carefully dissected, snap-frozen in liquid nitrogen and stored at – 80 °C. In particular, fast muscle was extracted from a 4 mm cross-section at 0.7 standard length. The samples were taken above the lateral line from the left upper white muscle mass. Liver samples were collected from the left lobe and around the entry point of the portal vein. The pituitary gland was extracted by cutting open the skull, removing the brain from the dorsal side and picking the pituitary out with forceps. Information regarding the measurements (weight, total and standard length) of the fish can be found in Table 2.

### 5.2 DNA extraction and RRHP library preparation

DNA extraction was carried out using the Quick-DNA miniprep plus kit (Zymo Research, USA) according to the manufacturer’s instructions. Quantification and integrity control of the extracted DNA was performed using Qubit 3.0 fluorometer and the double-stranded DNA high sensitivity assay kit (ThermoFisher Scientific, USA) and Tapestation 2200 (Agilent Technologies, USA), respectively.

Reduced representation of 5-hydroxymethylcytosine profiling (RRHP) was performed according to manufacturer’s protocol (Zymo Research). The preparation of RRHP libraries was performed synchronously for all tissues and replicates. The starting DNA concentration was 150 ng diluted in 10 μL DNAse and RNAse free water. Sequencing was performed using Nord University’s inhouse NextSeq500 (Illumina, USA) and all libraries were pooled with equal volumes. Finally, they were distributed among three High-Output kit v2.5 150 cycle flow cells, yielding approximately 360 million single-end reads.

### 5.3 RRHP bioinformatic pipeline

Raw reads were trimmed for adapters using trim_galore v0.4.4 and quality check was performed using MultiQC. The software Bowtie v0.12.8 was used for the alignment of high quality and trimmed reads to the latest Nile tilapia reference genome (NCBI assembly GCA_001858045.3) [71] with the following parameters: -S -v 1 -n 1 -m 3 –strata –best. The chromosome, position and strand information from reads that start with CCGG were extracted in text files for each sample. These files were used as input into R, where a count matrix was created by summing up overlapping chromosomal positions. To minimize the false discovery of 5hmCs the data set was filtered twice, as reported [70]. Briefly, the first filter removed reads for which more than two groups of samples (2 out of 3 tissues) had less than 1 count. For the second filter, the median of the entire dataset was calculated and 5hmC sites were removed when at least one tissue among the three (5 or more samples) had counts equal or less than the median (21 counts). For the comparison of 5hmC levels at single nucleotide resolution between the three tissues, we used the R package limma [72] and the adjusted *p*-values were calculated using the Benjamini-Hochberg correction. Three contrasts were performed comparing the 5hmC levels of i) the muscle against the liver (MvL), ii) the muscle against the pituitary gland (MvP) and iii) the liver against the pituitary gland (LvP).

### 5.4 Functional enrichment analysis

Differentially hydroxymethylated cytosines (DhmCs) were assigned to genes based on their proximal distance to transcription start sites, using the all-in-one Perl script annotatepeaks.pl from HOMER (http://homer.ucsd.edu). Genes associated with DhmCs were considered to be differentially hydroxymethylated. DhmCs located within uncharacterized genes were excluded from further analysis, since they lack information regarding their function. In total, 4590 DhmCs in MvL, 463 DhmCs in MvP and 367 DhmCs in LvP comparisons were annotated within uncharacterized genes. Functional enrichment analysis was performed using gProfiler (version: e99_eg46_p14_f929183) with default parameters for *Oreochromis niloticus*. Multiple testing correction was performed using the suggested tailor-made algorithm g:SCS and the significance threshold was set at 0.05 [73]. The analysis was separated in 6 stages using hyper- and hypo-hydroxymethylated genes per pairwise tissue comparison as well as 3 additional stages for genes that were both hypo- and hyper-hydroxymethylated in a single tissue per pairwise tissue comparison.

### 5.5 RNA extraction, library preparation and sequencing

The same fast muscle samples that were used for the RRHP library preparation were homogenised in DNA/RNA Shield (Zymo Research) using ZR bashing beads lysis tubes (Zymo Research). Homogenization was carried out using a Precellys 24 homogenizer (Bertin Instruments, France) with 2 cycles at 5000 rpm and 20 s duration. RNA extraction was performed using the Quick-RNA miniprep kit (Zymo Research) following the manufacturer’s protocol for samples stored in DNA/RNA Shield. 

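In the deposited counts, 659 of the listed features were ribosomal RNA genes. They took 0.201% of the counts in M1, 0.0164% in M2, 0.00784% in M3 and in M4, and 0.0103% in M5. Reads of ribosomal RNA that were not assigned to an annotated feature do not enter these shares.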

The Ribo-Zero Gold rRNA removal kit (Illumina) was used to ensure the removal of ribosomal RNA. RNA quality was determined using the spectrophotometer NanoDrop ND 1000 (ThermoFisher Scientific), while its concentration and integrity was measured with an RNA High-sensitivity screentape on a Tapestation 2200 (Agilent Technologies). For the library preparation, the NEBNEXT Ultra II Directional RNA library prep kit for Illumina (NEB, USA) was used following the manufacturer’ s instructions and recommendations. Each sample was tagged with a unique barcode and the libraries were pooled at equimolar concentrations. The pool was sequenced at the Norwegian Sequencing Centre on a HiSeq 4000 lane (Illumina) in paired-end 150 bp mode.

### 5.6 Bioinformatic analysis of RNA-seq data

The sequencing data obtained above (section 5.5) were trimmed using BBDuk of the BBTools Suite (v. 38.22-0, Joint Genome Institute), which decontaminates using Kmers. Adapters were trimmed as per default (ktrim = r, k = 23, mink = 11, hdist = 1, tpe, tbo) and quality trimmed for both sides of the read with the Phred threshold set to 20, while reads less than 23 bp after trimming to Q20 were discarded. An index was built with the HISAT2 (v. 2.1.0) program [74] using the Nile tilapia reference genome above and trimmed reads were aligned by the core function of HISAT2 with RNA strandness set to FR and reported alignments tailored for downstream transcript assemblers. Alignments were sorted by samtools (v. 1.9) and a summarized report for all samples was generated using the MultiQC software [75]. Calculation of count numbers for each gene was performed by featureCounts (v 1.6.2) [76] of the Subread package [77] using the gff3 genome annotation (NCBI, ref_O_niloticus_UMD_NMBU_top_level.gff3). 

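A metafeature is the set of exons grouped under 1 name, and in the deposited counts it is a transcript for 79378 of the listed features, while 685 are listed as genes and 353 under other identifiers. Isoforms that share exons therefore share fragments. The 11 transcripts of the troponin T gene LOC100707421 among the most expressed had means that differed by less than the SD between fish of any of them. The lowest of these transcripts had 323697 ± 30786 normalized counts (SD, n = 5 fish).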

Chimeric fragments were excluded, duplicates were ignored, only primary alignments were counted and fragments were allowed to match more than one metafeature. Further analysis were performed in R (v. 3.6.1) [78] and Rstudio (1.2.1335) [79]. 

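The regularized log transformation shrinks the log2 values of low counts towards their mean over the libraries. In the deposited data it was applied without regard to groups, since all 5 libraries are of 1 condition. When transcripts were ranked by the mean of these values, 30 of the 30 most expressed were those of Table S11. The first transcript was acta1b, at a ratio of 1.52 to the next.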

The DESeq2 package [80] was used for applying a regularized log transformation to the data in order to minimize differences between small counts and normalize according to the library size in an unbiased manner by prior information.

For each cytosine with 5hmC information, the mean of 5hmC counts across all five biological replicates was used together with the distance of each C from the TSS. Each C corresponded to a single expressed gene, the value of which was estimated based on the mean of gene expression counts across all five biological replicates. In other words, a value of gene expression could be attributed to more than one C. Principal component analysis and visualizations were performed with the Facto-MineR (v. 1.42) and factoextra (v. 1.0.5) packages.

## Supplementary Material

Supplementary data to this article can be found online at https://doi.

Supplementary Material

## Figures and Tables

**Fig. 1:**
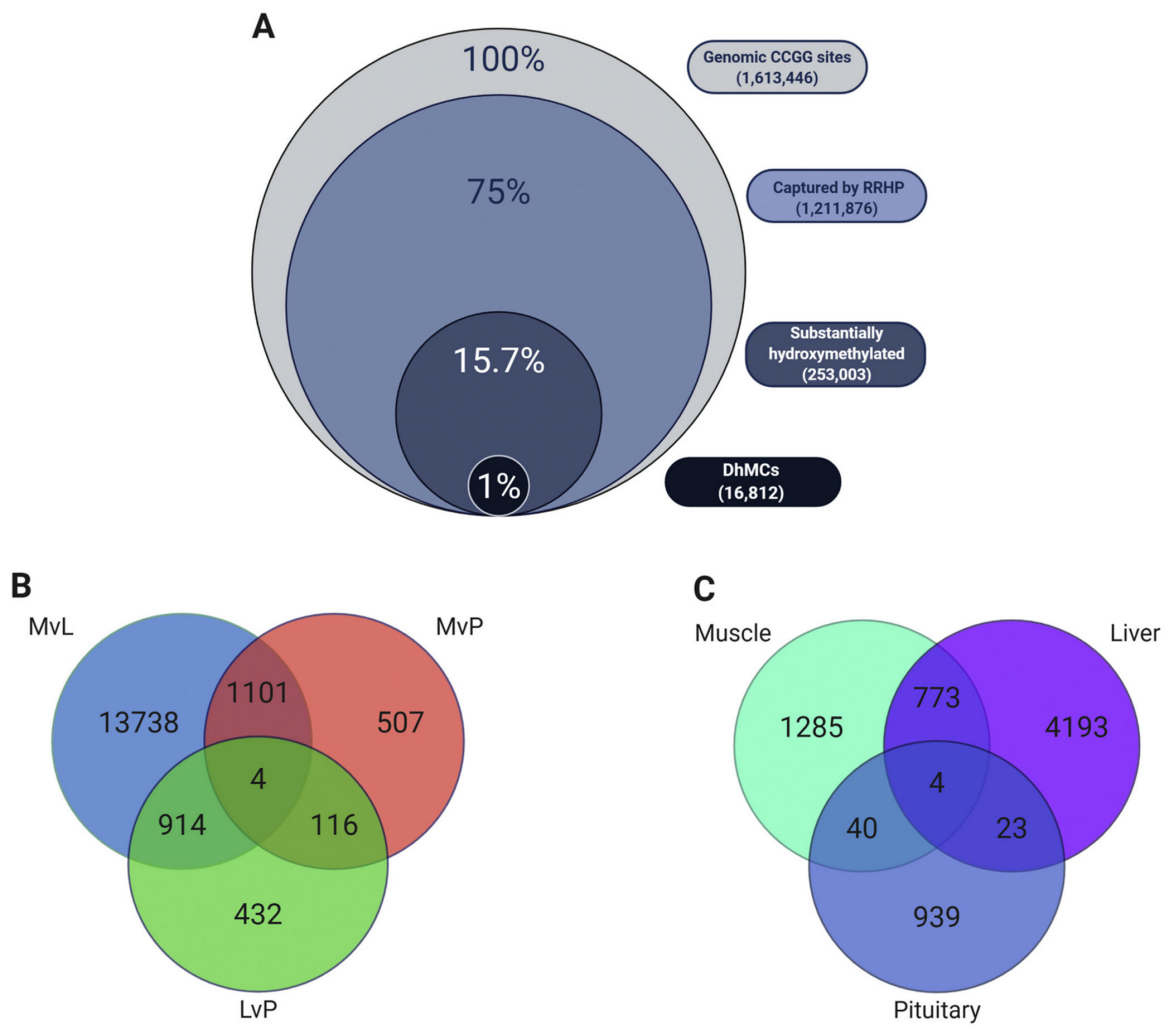
Venn diagrams representing the RRHP dataset. A) Stacked Venn diagram showing the distribution of total CCGG sites captured by RRHP, substantially hydroxymethylated and differentially hydroxymethylated among tissues compare to the total genomic CCGG sites of the Nile tilapia genome. B) Venn diagram depicting total differentially hydroxymethylated sites between and among tissue comparisons (MvL – Muscle vs Liver, MvP – Muscle vs Pituitary, and LvP – Liver vs Pituitary). C) Venn diagram showing the total and shared number of hyper-hydroxymethylated genes among tissues. Genes containing or associated with a DhmC in close proximity based on their distance to TSS were considered differentially hydroxymethylated.

**Fig. 2:**
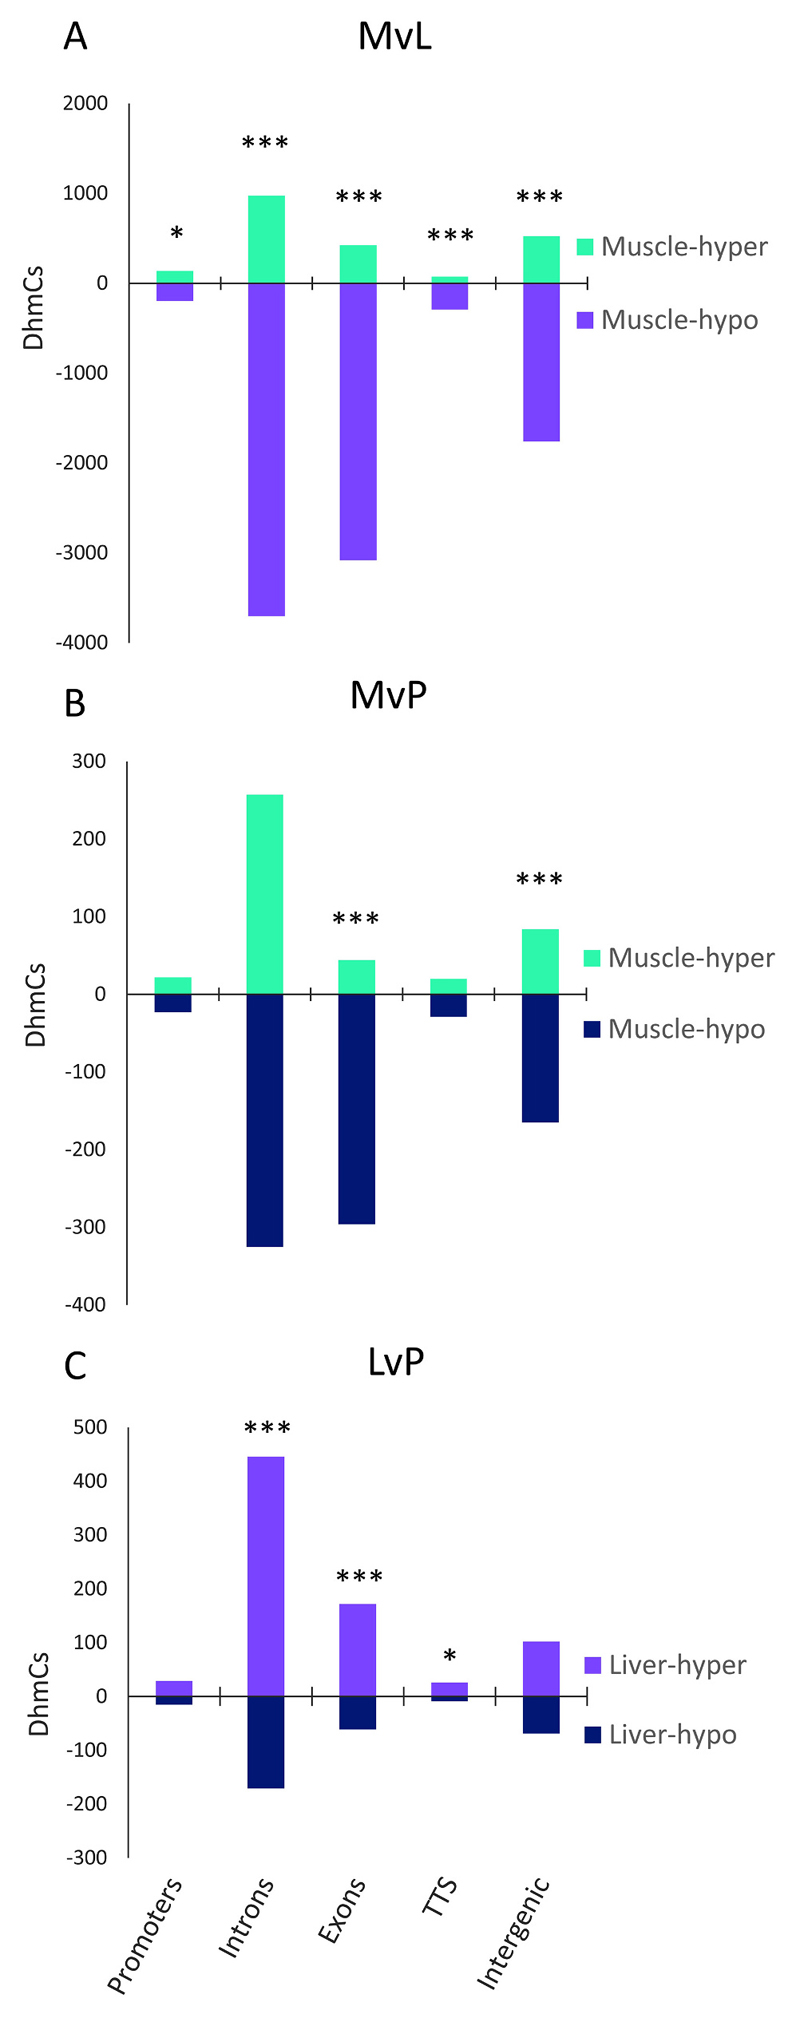
Histograms depicting the number of differentially hydroxymethylated cytosines (DhmCs) per pairwise comparison and annotated feature. Pairwise tissue comparisons are presented as (A) for muscle versus liver, (B) muscle versus pituitary, and (C) liver versus pituitary. The number of hyper- and hypo-hydroxymethylated sites are shown separately for promoters, introns, exons, transcription termination sites (TTS) and intergenic regions. *P*-values were calculated using Fisher’s test with 95% confidence interval and asterisks depict the *p*-value [* - (0.01 < *p* < 0.05); *** - (*p* < 0.001)].

**Fig. 3:**
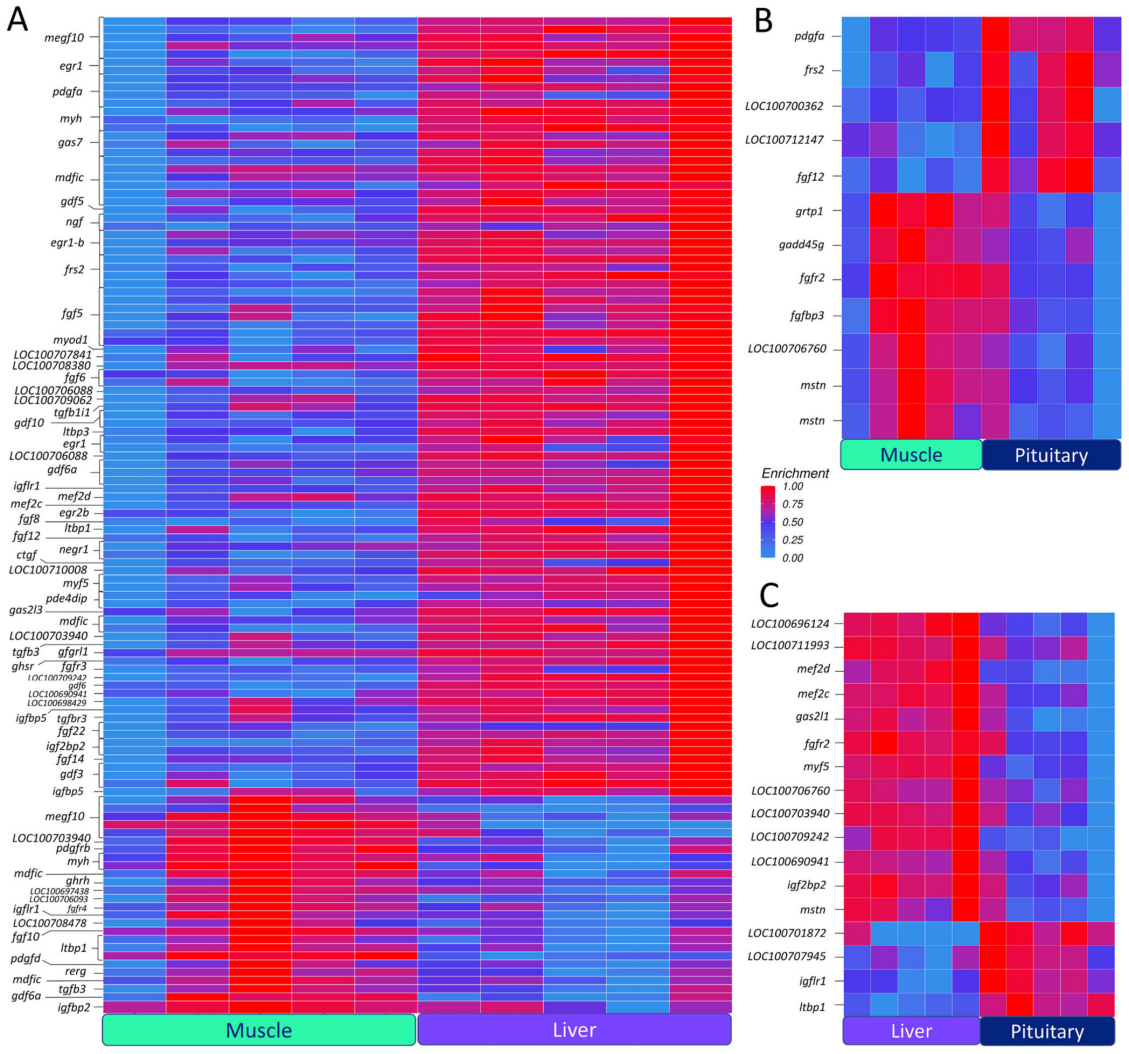
Heatmaps of growth-related genes containing differentially hydroxymethylated cytosines (DhmCs) among the three tissues. The level of 5hmC enrichment is mapped based on 5hmC counts across samples. The three heatmaps represent the comparisons between (A) muscle and liver, (B) muscle and pituitary, and (C) liver and pituitary. The 5hmC enrichment is represented as a gradient from light blue (low) to red (high). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 4:**
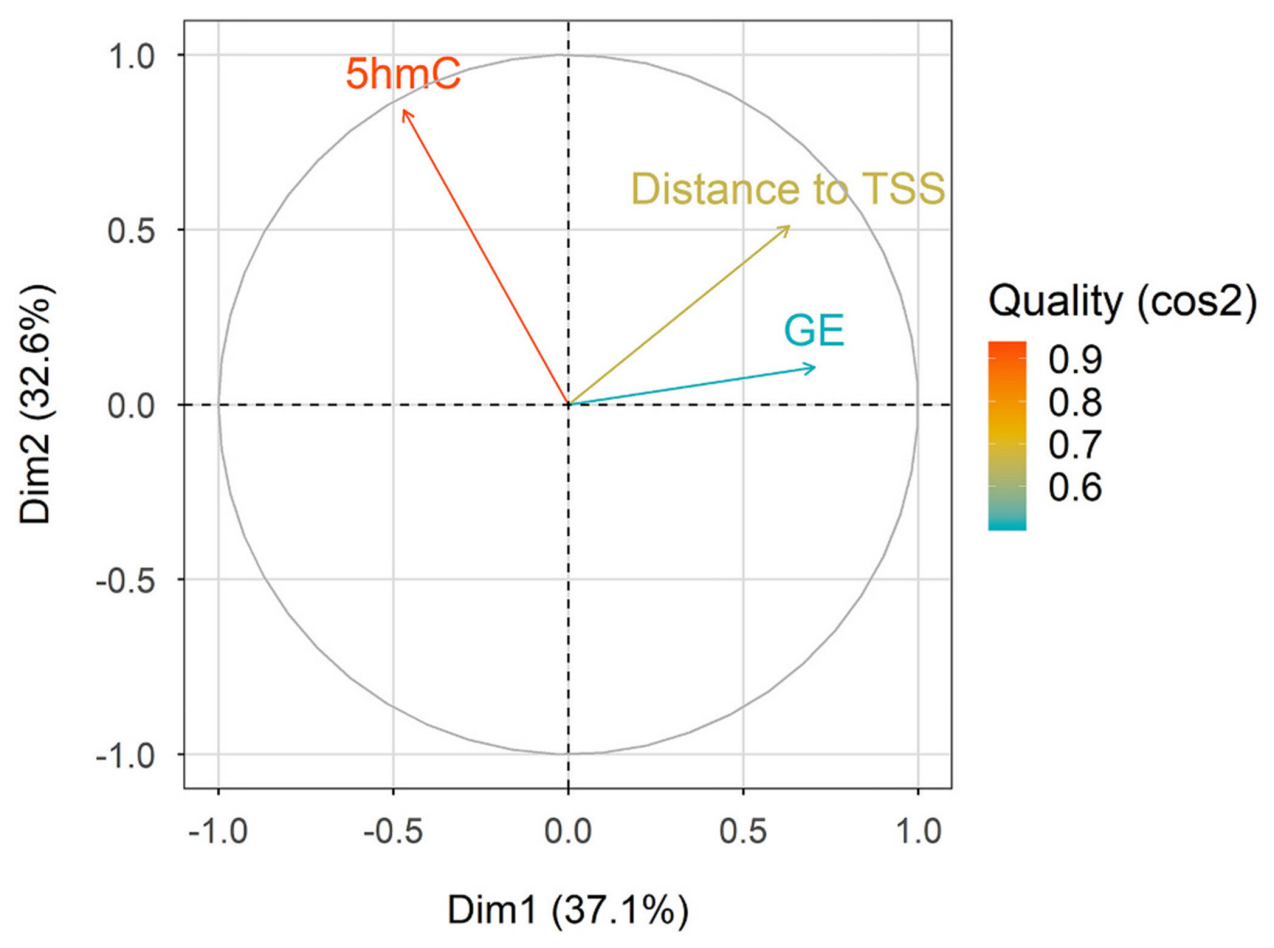
Principal component analysis using three variables. The three variables are the 5hmC level, gene expression (GE) corresponding to each 5hmC and their distance to the closest transcription start site, across the first two dimensions that explain 67.5% of the total dataset variation. Colour coding depicts the quality (cos^2^) of representation for the three variables, with lower, intermediate and higher quality represented in blue, yellow and orange, respectively. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 5:**
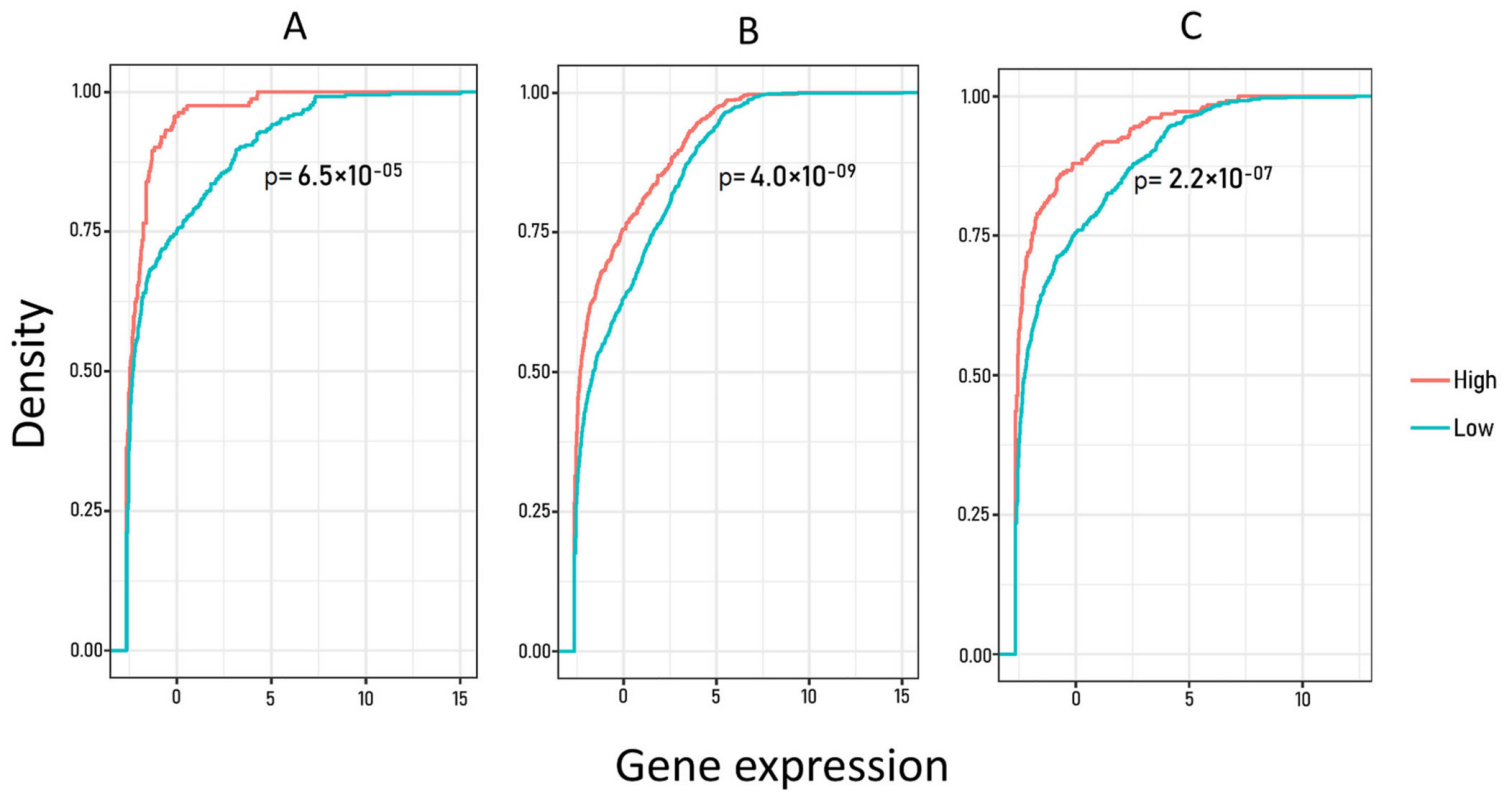
Line graph depicting the correlation between highly and lowly hydroxymethylated genes with their expression. Genes were categorized to highly (red) and lowly (light blue) hydroxymethylated based on the mean 5hmC counts across all muscle samples. The total number of genes containing DhmCs is depicted on the y-axis in four density quantiles from 0 to 100%, while the x-axis shows mean gene expression. The three graphs from left to right represent the correlations between gene expression and 5hmC levels within first exons (A), first introns (B) and promoters (C). *P*-values were calculated based on two-sample, two-sided Kolmogorov-Smirnov test. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 6:**
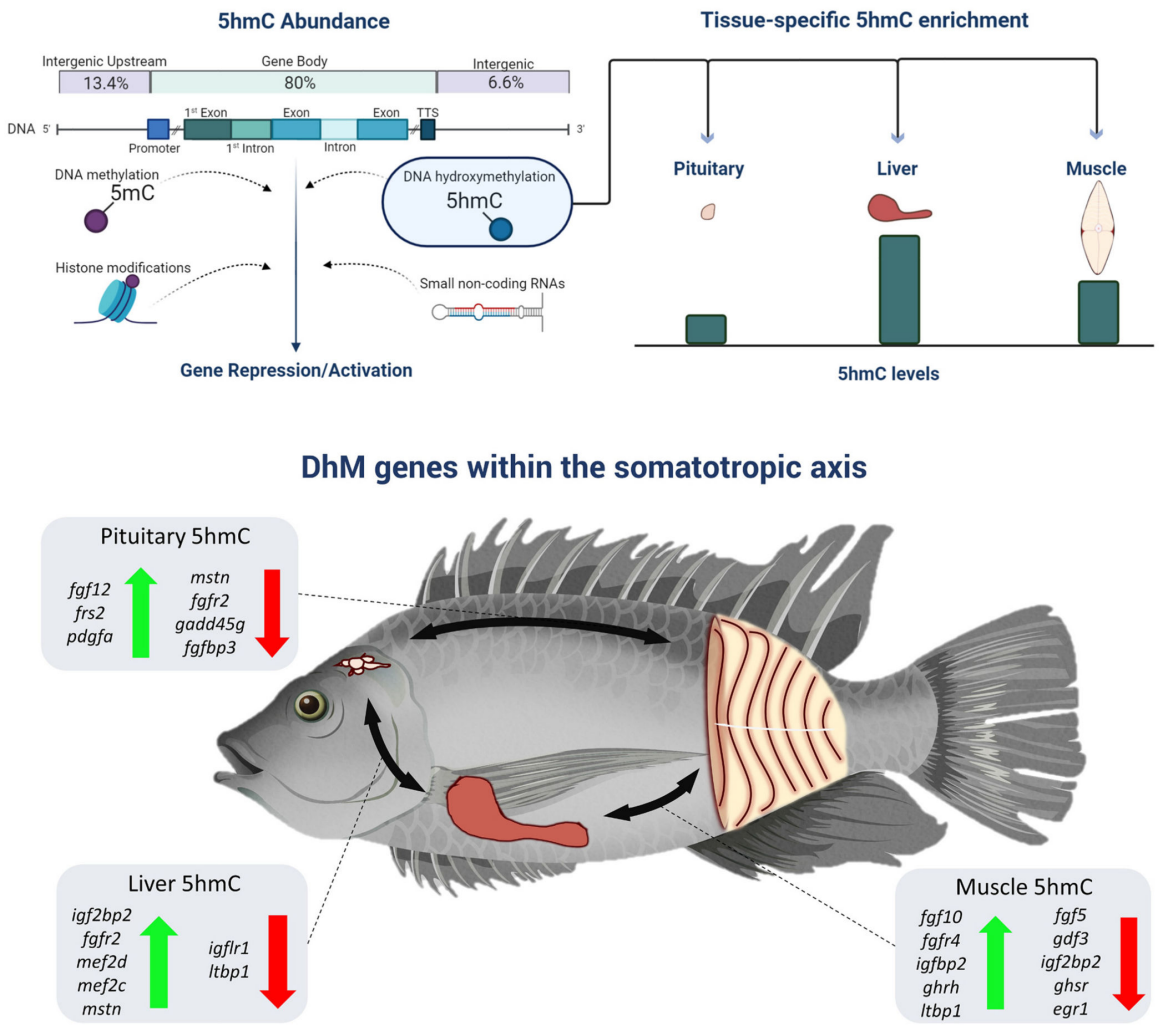
Graphical summary of the main findings of the study. DNA hydroxymethylation was enriched within gene bodies and promoters (80%) compared to intergenic regions (20%). Tissues of the somatotropic axis were differentially hydroxymethylated. The liver had the highest, muscle intermediate, and pituitary the lowest 5hmC levels. Several genes involved in somatic growth were found to be differentially hydroxymethylated among all three comparisons (pituitary – muscle, muscle – liver and liver – pituitary).

**Table 1:** List of DhmCs between muscle and liver, found within the most expressed genes in muscle. Positive and negative logFC values correspond to hyper- and hypo-hydroxymethylation in muscle compared to liver, respectively.

Chromosome	Position	LogFC	Annotation	Dist. to TSS	Gene Symbol	Description
NC_031972.2	3,582,578	0.70	Intron (1/11)	1318	*LOC100707421*	troponin T fast skeletal muscle isoforms
NC_031973.2	16,443,052	−1.51	Exon (16/24)	7879	*LOC100706607*	sarcoplasmic/endoplasmic reticulum calcium ATPase 1
NC_031986.2	22,143,050	−1.53	Exon (5/6)	2333	*LOC100698429*	myosin light chain 3 skeletal muscle isoform
NC_031969.2	34,504,991	−1.74	Intergenic	10,176	*LOC100697135*	nucleoside diphosphate kinase B
NC_031969.2	34,505,127	−1.94	Intergenic	10,040	*LOC100697135*	nucleoside diphosphate kinase B
NC_031973.2	16,442,970	− 2.01	Exon (16/24)	7797	*LOC100706607*	sarcoplasmic/endoplasmic reticulum calcium ATPase 1
NC_031969.2	23,538,241	− 2.72	Intergenic	19,650	*LOC100698429*	myosin heavy chain fast skeletal muscle
NC_031969.2	23,538,340	− 3.18	Intergenic	19,551	*LOC100698429*	myosin heavy chain fast skeletal muscle

**Table 2:** Sampling information. The list includes measurements of weight, total and standard length of all the individuals used for the current study (*n* = 5) as well as their family and passive integrated transponder tag information.

Sample ID	Family	PIT	Weight (g)	Total length (cm)	Standard length (cm)
M1	f1c9	439E4	1001	37.1	29.7
M2	f1c9	440D7	683	33.9	26.8
M3	f1c9	4296F	1298	37.9	29.1
M4	f1c9	4485C	915	35.9	28
M5	f1c9	44BE5	708	34.2	26.4

## Data Availability

The DNA hydroxymethylation dataset of this study is available in the SRA (NCBI) repository, under the accession number PRJNA665628. The RNA sequencing dataset of this study is available in the GEO (NCBI) repository, under the accession number GSE158910.

# Supplementary material for: Epigenetic mapping of the somatotropic axis in Nile tilapia reveals differential DNA hydroxymethylation marks associated with growth
**Source:** Genomics. Author manuscript; Available in PMC 2021 Jul 19.
**Supplement:** Supplementary Material

## Supplementary Material

### **Title: Epigenetic mapping of the somatotrophic axis in Nile tilapia reveals differential DNA hydroxymethylation marks associated with growth**

#### **Authors**

Ioannis Konstantinidis<sup>1</sup>, Dafni Anastasiadi<sup>2,3</sup>, Pål Sætrom<sup>1,4,5,6,7</sup>, Artem V. Nedoluzhko<sup>1</sup>, Robin Mjelle<sup>1,4</sup>, Tomasz Podgorniak<sup>1</sup>, Francesc Piferrer<sup>3</sup>, Jorge M. O. Fernandes<sup>1\*</sup>

28 **Supplementary tables**

29 **Table S1. List of differentially hydroxymethylated cytosines (DhmCs) among all pairwise**

30 **tissue comparisons.** Their location within the Nile tilapia genome (NCBI assembly

31 GCA\_001858045.3) is depicted in the first three columns (Chromosome, Position and Strand).

32 Gene symbols and their annotation are based on the output by HOMER. Adjusted p-values for

33 each pairwise tissue comparison: muscle compared to pituitary (MvP), liver compared to pituitary

34 (LvP) and muscle compared to liver (MvL).

35

36

37 **Table S2. List of significantly enriched molecular functions and biological processes.** The list  
38 is created based on all hypo-hydroxymethylated genes in muscle compared to liver (gProfiler,  
39 multiple testing correction g:SCS,  $q < 0.05$ ).

---

40

41

42 **Table S3. List of significantly enriched molecular functions and biological processes.** The list  
 43 is created based on all hyper-hydroxymethylated genes in muscle compared to liver (gProfiler,  
 44 multiple testing correction g:SCS,  $q < 0.05$ ).

45

46

47 **Table S4. List of significantly enriched molecular functions and biological processes.** The list  
 48 is created based on 773 genes that contained hyper-hydroxymethylcytosines in both muscle and  
 49 liver (gProfiler, multiple testing correction g:SCS,  $q < 0.05$ ).

50

51

52 **Table S5. List of significantly enriched molecular functions and biological processes.** The list  
53 is created based on all hyper-hydroxymethylated genes in muscle compared to pituitary (gProfiler,  
54 multiple testing correction g:SCS,  $q < 0.05$ ).

55

56

57 **Table S6. List of significantly enriched molecular functions and biological processes.** The list  
58 is created based on all hypo-hydroxymethylated genes in muscle compared to pituitary (gProfiler,  
59 multiple testing correction g:SCS,  $q < 0.05$ ).

60

61

62 **Table S7. List of significantly enriched molecular functions and biological processes.** The list  
63 is created based on all hypo-hydroxymethylated genes in liver compared to pituitary (gProfiler,  
64 multiple testing correction g:SCS,  $q < 0.05$ ).

65

66

67 **Table S8. List of significantly enriched molecular functions and biological processes.** The list  
68 is created based on all hyper-hydroxymethylated genes in liver compared to pituitary (gProfiler,  
69 multiple testing correction g:SCS,  $q < 0.05$ ).

70

**Table S9. List of genes associated with somatic growth and found to be both hypo- and hyper-hydroxymethylated within our pairwise comparisons.** Each pairwise comparison is separated in muscle vs liver (**A**), muscle vs pituitary (**B**), and liver vs pituitary (**C**). The information provided in the table contains the precise location of 5hmCs in the Nile tilapia genome (Chromosome, Position and Strand), the log fold change (logFC) of DNA hydroxymethylation levels between the corresponding tissues and their annotation (annotated feature, Distance to TSS, transcript, gene symbol and description) based on software HOMER.

**Table S9. A)**

8 **Table S9. B)**

9

10

11 **Table S9. C)**

12

1 **Table S10. 

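The fragments assigned to transcripts in this table can be set against the totals of the deposited counts, which were 33648416 in M4 and 38643609 in M5. The counts amounted to 2.40 ± 0.0738 (SD, n = 5 libraries) per assigned fragment, between 2.33 in M4 and 2.51 in M3. A fragment that matches several transcripts adds 1 count to each of them, so the total counts exceed the assigned fragments.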

List of muscle samples (n=5) and their RNA-Seq library characterization in docx**  
2 **format.** The table provides information for the precise number of reads and fragments during  
3 every step of analysis, from raw sequenced to uniquely aligned reads and assigned fragments.

4

5

6 **Table S11. List of the top 30 most expressed transcripts in fast muscle (n=5) in docx format.**

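Ranked by mean normalized count over the 5 fish, the transcript at rank 30 was rna22869 of mybpc2b, with 192285 ± 46277 (SD, n = 5). The transcript rna20019 of tpm1, which Table S11 lists, had 190500 ± 31894 (SD, n = 5) and ranked 33. The difference between these transcripts was smaller than the spread between fish. The identifiers of the form rna followed by a number are those of the genome annotation, and a gene with several isoforms fills several places in such a list.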

7 The table provides information regarding the expression of each transcript based on normalized  
8 counts as well as their annotation within the Nile tilapia genome.

9

10

11 **Supplementary figures**

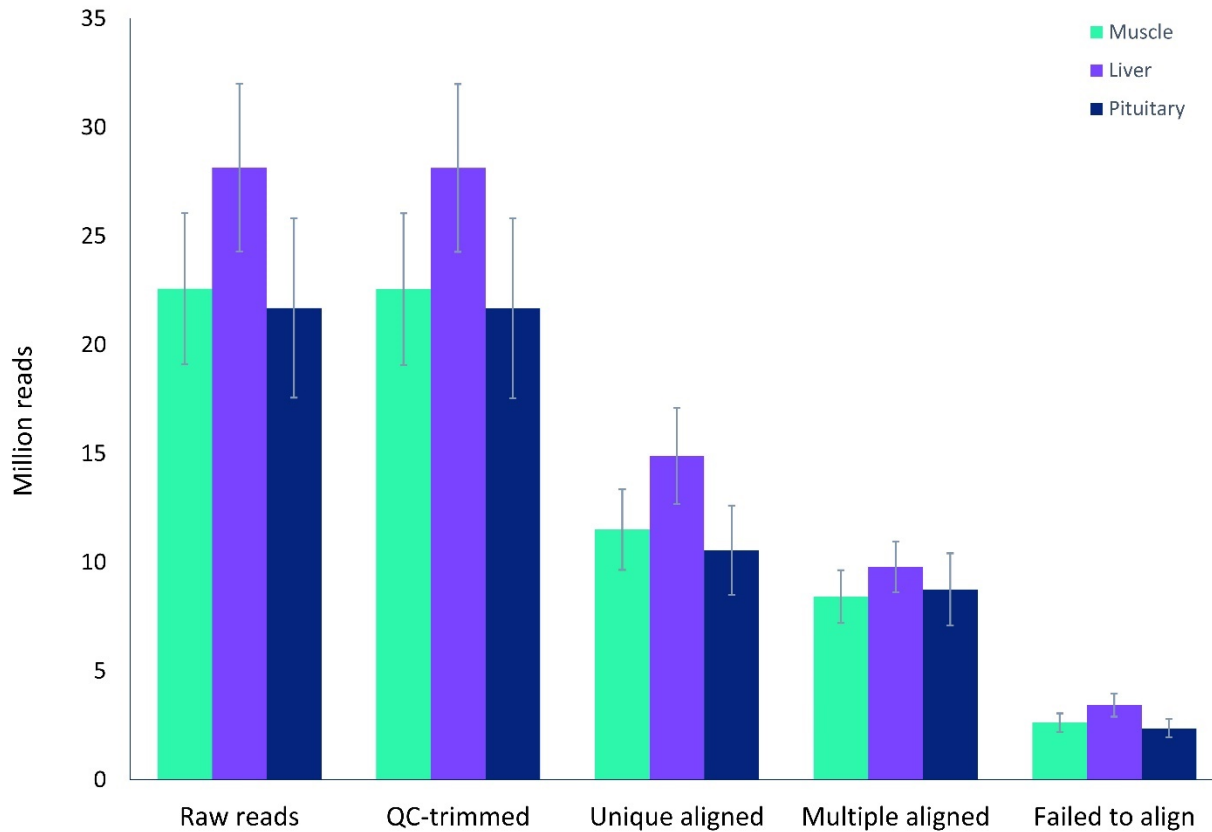

12  
 13 **Figure S1. Barplot representing the RRHP dataset.** Raw, quality control and trimmed,  
 14 uniquely aligned, multiple aligned and failed to align reads are shown on the x-axis while the  
 15 number of reads in millions is shown on the y-axis across the three tissues. Muscle, liver and  
 16 pituitary are represented in green, purple and dark blue, respectively (n=5). Bars and error bars  
 17 represent means and standard errors, respectively.

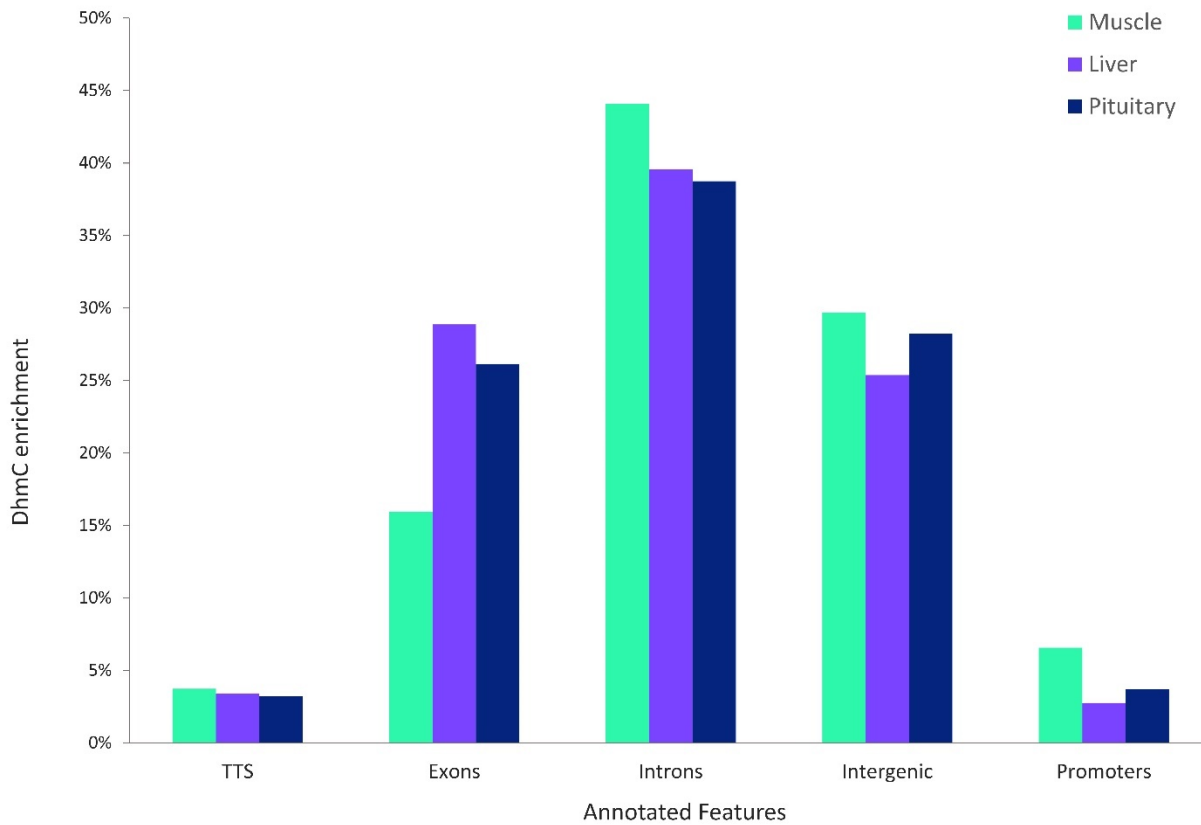

**Figure S2. Barplot representing the percentage of Dhmc enrichment (y-axis) within the annotated features (TTS, exons, introns, intergenic, promoters; x-axis). Muscle, liver and pituitary are represented in green, purple and dark blue, respectively (n=5).**

How the deposited data were processed for this re-analysis (not part of the article)

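RNA-Seq libraries of fast muscle from 5 fish, 1 library per fish and 1 condition, were used. The authors trimmed the reads, aligned them with HISAT2 and counted fragments with featureCounts on each listed feature, in most cases a transcript, and the values they deposited are raw counts. They counted primary alignments, excluded chimeric fragments and let a fragment match more than 1 transcript, and the paper's text does not name the strand setting of the counting. The deposited table also gives the length of each transcript in bases, which was used only to compute TPM. No column of the table was left out (0 not used). The 5hmC libraries and the other tissues were not analysed here.

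Counts were normalized with the median-of-ratios size factors of DESeq2 1.42.0 in R 4.3.3, with a design without groups, and the mean over the 5 fish was used for the ranking. Of the 80416 listed features, 48794 transcripts matched 1 gene over its full extent, 29837 lay inside 1 gene, 1307 shared a boundary with 1 gene, 256 were ambiguous and 222 matched none. Gene symbols come from the RefSeq gene table of the assembly O_niloticus_UMD_NMBU. Further steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

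The total counts per library ranged from 26750559 to 90337019. A count of 0 allows up to 3 counts in that library. Reads of PCR-amplified libraries without molecular identifiers are not independent molecules, so such limits cover counting error only. With 5 fish of 1 condition, no groups were compared, and the smallest two-sided p of the exact paired sign-flip test across fish is 0.063. Correlations across fish, such as with weight, were not computed, so such relations stay untested. For the growth-related genes of Table S9A, transcripts with hyper-5hmCs only were compared with transcripts with hypo-5hmCs only by a two-sided permutation test of mean expression on the regularized log scale. The test was exact where a group had fewer than 10 transcripts, and otherwise used 100000 resamples. The distance to the TSS was related to expression by Pearson and Spearman correlations with permutation p-values over 100000 resamples.

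The genes named were set by a rule. They are every gene the paper names in sections 2.5 and 2.6, Table 1 and Table S11. The 10 most expressed and the 10 most variable genes are named too. From section 2.4 the rule takes the 5 highest, those without a count, and mstn, igfbp2, igfbp5, igf2bp2, igflr1, ghsr, ghrh and gadd45g. It also takes myf5 and myod1, which Table S9 lists and section 2.4 does not name. Variability was the SD over 5 fish of log2(normalized count + 1), for the most expressed transcript of each gene with a mean normalized count of at least 100. Genes outside this rule were chosen after their values were seen. They are the heat shock genes, mybpc1 and the genes of the myosin heavy chain cluster. Marker gene lists for red blood cells, slow muscle fibres, adipocytes, fibroblasts and liver were used to weigh RNA from other cells. Single libraries far from the others were sought with Dixon's ratio at its 95% critical value of 0.71 for 5 values.

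The design, the rule for the named genes, the marker lists as written and the alternatives listed next were set before the data were examined. Chosen later were the genes outside the rule, the extension of the marker lists to symbols with a paralog letter a or b, and the alternative in which transcripts with no count in any fish were set to 0 on the regularized log scale. The alternatives set first were CPM with edgeR 4.0.16 TMM factors, CPM of the library total without further scaling, the mean of regularized log values, TPM, 1 value per gene, pseudocounts of 1 and 0.1, a minimum of 10 counts in every fish, a minimum mean of 1000 normalized counts, down-sampling to the smallest library, 1 value per DhmC, the gene's most expressed transcript, and leaving out each fish in turn.

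The calculations were tested on simulated data. Counts were drawn for 17507 transcripts, of which 200 were changed 8-fold, each in a random pair of libraries. Of these, 200 were among the 200 most variable transcripts. A change in 1 library alone was not simulated. The largest error of a size factor was 0.391%. The exact permutation p of a test case was 0.705, and full enumeration gave 0.705. Of simulated comparisons without a difference, 6.0% had p under 0.05, and 4.98% of normal groups of 5 values passed Dixon's ratio.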

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

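The tests of sampling depth and of ribosomal RNA in this part were chosen after the result was seen, while the test of library size was not. Dixon's ratio was applied to 45 sets of 5 values, and 11 were past its critical value, 8 of them among 35 genes. For sets not chosen by their spread, chance gives about 2.25 among 45. The 35 genes include the 10 most variable ones, which were chosen for their spread and gave 6 of the 8, so this rate does not apply to them. All 5 fish share 1 condition, so the design gives no difference of condition to test. Differences between the fish themselves, which weighed between 683 and 1298 g, stay open and untested.

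The total of the counts in M2 was 90337019, far from the next library at 38643609. M2 also had the most detected transcripts. After down-sampling to the smallest library, M2 had 43901 detected transcripts, within the range of 43802 to 44287 of the other libraries. This is consistent with library size as the source of the larger number of transcripts in M2.

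In M1, 3 values were far from the other fish. The alignment rate that Table S10 gives for M1 is 65.93% as the paper's value, against 94.65% for the next library. Ribosomal RNA genes took 0.2005% of the counts of M1, and 0.0164% in the next library. A ribosomal RNA gene among the most variable genes, LOC112845866, had 6178.84 normalized counts in M1 and 33.13 in the next fish. Ribosomal RNA left in the library is a candidate explanation of the alignment rate, and the share of 0.2005% has the direction it needs. It cannot be told apart from other causes, because reads that did not align or were not assigned are not in the counts.

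The normalized count of igfbp5b was 2058.41 in M3 and 1561.38 in the next fish. That of mstnb was 822.9 in M2 and 587.76 in the next fish. No technical or biological explanation was tested for these genes, and these genes were not chosen by their spread, so the chance rate above applies to them.

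On linkage group 7, 5 neighbouring genes were far higher in M4 than in the other fish. The normalized counts in M4 were 4096.03 for LOC109203003, 2501.12 for LOC109203022, 6893.18 for LOC109203009, 7369.24 for LOC109203007 and 6988.63 for LOC109203010. In the next fish, M1, they were 540.01, 452.75, 1032.28, 1527.83 and 1503.14. These genes lie side by side, so they count as 1 signal and not as 5 independent ones. All 5 were highest in M4, which argues against an exchange of reads among these copies alone. For LOC109203022, at least 89.66 counts would be expected in the fish that had at most 3, which argues against sampling depth. The means of LOC109203003, LOC109203022, LOC109203009, LOC109203007 and LOC109203010 were 973, 611, 1649, 1854 and 1768 normalized counts over all fish, and 201, 146, 354, 499 and 485 without M4. A variant between the fish at this locus was not tested.

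The 10 most variable genes were not analysed in the paper. Their SDs of log2(normalized count + 1) were 4.859 for LOC100710645, 4.744 for LOC109203003, 4.598 for LOC102080404, 4.524 for LOC109202183, 4.239 for LOC106096882, 4.217 for LOC109203022, 4.177 for LOC109203009, 4.133 for LOC109203007, 4.104 for LOC109203010 and 4.07 for LOC112845866. The median over the 7209 genes tested was 0.273. LOC100710645 had 24356 normalized counts in M2 and 21.9 in M5. LOC102080404 had at most 1 count in M1 and in M4, where at least 460.63 were expected from the other fish. LOC109202183 and LOC106096882 had counts in M3 and M4 and at most 2 in the other fish. Across the 4 genes with at most 3 counts in 2 or more fish, the smallest expected count was 89.66 and the median 155, which argues against sampling depth for these 4. LOC109203003 had 0 counts in M3 alone and 10 in M5, so it is not among them. Its normalized counts were 540.01 in M1, 216.96 in M2 and 4096.03 in M4, and the size factor of M3 was 0.923. A count of 0 allows up to 3 counts, which argues against sampling depth for the gap between M3 and M1, M2 and M4. Without M2 the mean of LOC100710645 fell from 9600 to 4860 normalized counts, without M1 that of LOC112845866 fell from 1247 to 16.5, and without M4 that of LOC106096882 fell from 105 to 56.2 and that of LOC109202183 from 122 to 77.8, which was 80.1 without M3. Reads shared with copies of these genes, and variants between the fish, were not tested and stay open.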

How the results depend on the processing

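No paired comparison of conditions was possible because all 5 libraries are of 1 condition. The paired tests given compare transcripts within the same fish. Among the main results, 70 values under an alternative did not move, 9 moved, 4 became stronger and 3 reversed. A count of transcripts or genes is said to move when it changes by more than 1.5 times, any other value without a test when it changes by more than the SD between fish, and a test when it changes its direction or its side of the threshold. The test of actin against the next transcript could not cross the threshold, since 5 fish allow no p under 0.063. Its unmoved values therefore decide nothing. Actin was above the next transcript in 5 fish, and in 3 or 4 of the remaining fish when 1 was left out. Only the alternative that set transcripts without counts to 0 was chosen after the result was seen.

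The share of counts taken by the 30 most expressed transcripts moved from 29.4% to 44.256% in TPM, where counts are divided by transcript length. With 1 value per gene, the list shared 13 genes with Table S11, whose 30 transcripts belong to 13 genes. This value counts genes and not transcripts, so its move from 29 is not a loss of shared entries. In this setting 30 distinct genes filled the list and the lowest rank of a Table 1 gene was 21, because isoforms no longer fill several places. The share was then 49.862%, of a smaller total that holds 1 transcript per gene. With TMM or with CPM of the library total, the ranking results did not move. Across the fits that each left out 1 fish, between 28 and 30 transcripts were shared with Table S11, the number of distinct genes was from 12 to 14, the share was from 29.0% to 29.9%, the lowest rank of a Table 1 gene was from 62 to 65 and the ratio of actin to the next transcript was from 1.34 to 1.62. The next transcript was LOC100707599 without M2, M3 or M5 and LOC100712344 without M4.

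The number of transcripts detected was 28066 when at least 10 counts were required in every fish, because fewer transcripts pass. It was 38187 with at least 1 count in every fish and 53208 after down-sampling, which are changes of less than 1.5 times but of more than the SD of 2040 transcripts between fish, and from 53189 to 54844 with 1 fish left out. The mean correlation between libraries was 0.9884 with regularized log values. These values are shrunk towards their mean over the libraries, which raises such a correlation by itself. The rise therefore does not show that the libraries are more alike, and how much of it comes from the shrinkage was not tested. Of the 10 most variable genes, only 5 have a mean of at least 1000 normalized counts, and all 5 stayed in the list at that minimum. The minimum itself removed the others, so this value could not be higher. With the list on regularized log values, 5 of the 10 were shared.

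The difference in expression between hyper- and hypo-hydroxymethylated transcripts of Table S9A, -2.51 on the regularized log scale (exact permutation test, p = 0.164), was past the threshold of 0.05 under 4 alternatives. It was -3.354 on log2(normalized count + 1) (permutation test, p = 0.0207), -4.273 with 0.1 in place of 1 (permutation test, p = 0.0131), -2.534 on log2(TPM + 0.1) (permutation test, p = 0.0316) and -3.344 with transcripts without counts set to 0 (permutation test, p = 0.0277). These 4 settings include the transcripts without counts, which the regularized log scale leaves out, so the comparison runs on 14 and 51 transcripts in place of 9 and 46. With 1 fish left out it was from -2.71 to -2.07. With a minimum of 10 counts it was -1.82, with 1 value per DhmC -1.31 and with the gene's most expressed transcript -2.52.

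The correlation of the distance to the TSS with expression reversed from -0.073 to 0.036 on log2(normalized count + 1), 0.079 with 0.1 in place of 1, and 0.038 with transcripts without counts set to 0. No permutation p of these correlations was under 0.05, so no direction is established, and the cause was not tested. With 1 fish left out it was from -0.097 to -0.069.

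Among the other results, which are ranks and normalized counts of single genes, 49 values moved by more than 1 SD between fish and 329 did not. Of 318 values of 53 named transcripts, 42 moved by more than 1 SD, all of them without M1 or M2. Where 1 fish holds most of a gene's counts, the SD is large and this measure misses the change. More than 1.5 times apart from the value over all fish were 11 values of 10 transcripts, which were LOC100710645 without M2, LOC112845866 without M1, LOC109202183 without M3 and without M4, ghsra without M3, and LOC106096882, LOC109203003, LOC109203022, LOC109203009, LOC109203007 and LOC109203010 without M4. The mean of ghsra was 0.52 normalized counts over all fish and 0.12 without M3. The rank of LOC100707599 was 3 over all fish and 7 without M4 and on regularized log values, and that of mylz3 was 9 and 17 without M3. Size factors are computed again when a fish is left out, which shifts the scale of all normalized counts together. The smallest library, with 26750559 counts, limits which low transcripts are detected in every fish.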

Differences from the paper's values

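No value that the paper states for a measure computed here differed by the rule used, which asks for more than the spread between fish and more than 1.5 times. The paper's number of ranked transcripts is 80417, and the deposited table lists 80416. Detection gave fewer. At least 1 count in any fish was found for 55629 transcripts. The alternatives set before the data were examined gave 38187 with at least 1 count in every fish, 28066 with at least 10 counts in every fish and 53208 after down-sampling. These 3 are stricter, so they could only give fewer and decide nothing about the paper's number. That number equals the lines of the deposited list with its header, so it is not a number of detected transcripts.

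The paper names actin as the gene with the highest expression. In the mean over the 5 fish this was also the case here, while in M4 the first transcript was LOC100707599, with 1488122 normalized counts against 1208554 for actin.

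Table S11 lists rna20019 of tpm1 among the most expressed transcripts. Here it ranked 33, and rna22869 of mybpc2b took rank 30. With the mean of regularized log values, 30 of 30 transcripts were those of Table S11, and this was also the case without M4.

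The paper places a pair of DhmCs upstream of the promoter of a myosin heavy chain that its text names LOC100706261 and Table 1 names LOC100698429. On the coordinates of the count table, the distances of 19650 and 19551 bases are those from the TSS of LOC100707599, and the sites lie 8169 and 8070 bases beyond its 3′ end. From the TSS of LOC100706261 the sites lie 20841 and 20940 bases upstream. LOC100698429 is mylz3, on linkage group 23. The paper also places a pair of DhmCs upstream of the promoter of LOC100697135, and here they lie 4180 and 4044 bases beyond its 3′ end.

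The paper counts the myosin heavy chain with the DhmCs among the most expressed genes. LOC100707599 ranked 3, and 7 without M4, and LOC100706261 ranked 65. With 1 value per gene, LOC100706261 ranked 21.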

Other observations

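The tests of paralogs, the myosin heavy chains, marker lists and the 2-fold scaling in this part, and the comparison of transcripts without counts, were chosen after the result was seen, while the comparisons of Table S9A were not. The test of the heat shock median was set before its own value was computed, but on genes chosen after their values were seen, so it does not predate the pattern. No biological explanation was tested. All fish are of 1 condition, and no correlation with weight was computed.

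In Table S9A, 122 sites lie at 71 transcripts, of which 14 have hyper-5hmCs only, 51 hypo-5hmCs only and 6 both. Mean expression on the regularized log scale was 4.16 ± 3.82 (SD, n = 9 transcripts) for hyper-hydroxymethylated and 6.67 ± 5.05 (SD, n = 46) for hypo-hydroxymethylated transcripts (exact permutation test, two-sided, p = 0.164). This scale leaves out the 11 transcripts with no count. No count was found for 5 of the 14 hyper- and 5 of the 51 hypo-hydroxymethylated transcripts (Fisher's exact test, two-sided, p = 0.0309). Across 60 transcripts, which are not independent replicates, the distance to the TSS had a Pearson correlation of -0.073 (permutation test, p = 0.581) and a Spearman correlation of -0.111 (permutation test, p = 0.400) with expression. The paper chose these genes for their link to growth, and they are not a sample of all genes.

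The growth-related genes given next are those of section 2.4, with myod1 and myf5, which section 2.4 does not name, added from Table S9. The normalized counts were 8475 ± 3950 for gadd45ga, 1865 ± 598 for myod1, 1584 ± 281 for igfbp5b, 1101 ± 287 for LOC100704263, which Table S9 lists as fgf12, and 605 ± 126 for mstnb (SD, n = 5 fish). Lower values were found for igfbp5a with 82.3, myf5 with 57.0, igflr1 with 44.7, igf2bp2a with 22.8, ghrh with 2.19 and ghsra with 0.52 normalized counts. No count was found in any fish for 7 of the 41 transcripts. Table S9 lists them as igfbp2, megf10, fgf10, gdf6a, fgf22, gdf3 and fgfbp3, and the gene table names the transcript listed as gdf6a gdf7.

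Of 61 heat shock genes, chosen by symbol after their values were seen, 25 were highest in M4, while 17.2% of all 7220 genes were. At least 2-fold higher in M4 than the median of the other fish were 18 of them, or 29.5%. Of these 18, 17 were highest in M4. The most abundant in M4 were hspa1b, with 17435 normalized counts in M4 and 3578 in M1, and hsp90aa1.1, with 17699 and 4457. A scaling error in M4 would lift all genes alike. The median heat shock gene was reached by 31.625% of the expressed transcripts. This sets the median of 61 genes against single transcripts, so it cannot tell whether the set as a whole is shifted. The genes of the set also go both ways, so a scaling error stays undecided for genes near that median. At 2-fold, 2.897% of the expressed transcripts were as high, which argues against scaling for the 18 genes. The summed count of all heat shock genes in M4 was 2.36 times the median of the other fish, which argues against reads moved between paralogs. A stress response before or during sampling may explain these 18 genes, and it was not tested.

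The myosin heavy chains LOC100707599 and LOC100712344 had opposite extremes, the first highest in M4 and lowest in M3 and the second highest in M3 and lowest in M4. Their ratio was 1.51 in M1, 0.481 in M2, 0.179 in M3, 6.39 in M4 and 0.865 in M5, a 35.7-fold span. The sum of the pair had a coefficient of variation of 21.6%. That of the 10 most expressed genes outside the cluster was between 8.63% and 20.8%. Further down the ranking, that of aldoab was 6.44% and that of mybpc2b was 24.1%. The sum over the 12 genes of the cluster on linkage group 4 had one of 10.33%, but a sum over many genes varies less than a single gene by itself, so this comparison decides nothing. Reads moved between the copies could contribute to the opposite levels, and so could a switch in the use of the copies, and they cannot be told apart because no value here separates them.

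Collagen genes were highest in M1. Of the fibroblast markers, extended by the paralog letters a and b after the values were seen, 6 of 6 were highest in M1, which is consistent with more fibroblast RNA in M1. The list includes collagen genes, so only dcn, postna and postnb stand outside the pattern that was noticed. Normalized counts were 20685 for col1a1a in M1 and between 6134 and 12347 in the other fish, and 1022 for dcn against 585 to 705. The list took 0.109% of the counts in M1 and between 0.0450% and 0.0705% in the others. Red blood cell markers did not rise in M1, with 0.00036% against up to 0.00063% in M5. The adipocyte marker fabp4a and the liver marker fga were highest in M1, with 2056 and 13.2 normalized counts. The next fish for each was M5, with 2016 and 9.97. The lists differ, so they do not decide whether M1 held a lower share of muscle in general.

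Myoglobin (mb) was also highest in M1, with 1958 normalized counts against 262 to 733 in the others, and mybpc1 had 1126 against 3.99 to 13.3. Of the slow muscle fibre markers with counts, 3 of 6 were highest in M1, which were mb, tnnc1a and tnnt1, while atp2a2a and atp2a2b were highest in M4 and tnni1a in M5. Slow muscle fibre RNA in M1 may explain mb and tnnc1a. It cannot be told apart from other causes, because atp2a2a and atp2a2b have a baseline in every fish that would hide a small share, and tnni1a and tnnt1 had at most 9.97 normalized counts in any fish. With paralog letters, the list took 0.00500% of the counts in M1 and between 0.00118% and 0.00286% in the others. As written it matched only mb and tnnt1, so its share of 0.00446% in M1 and between 0.00065% and 0.00181% in the others is nearly that of mb, the gene in which the pattern was noticed, and adds no evidence.

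The other marker lists gave little signal. No adipocyte symbol matched as written, and with paralog letters fabp4a had 2056 normalized counts in M1 and 2016 in M5. Of the liver markers, fga had at most 13.2 normalized counts, the value of M1, and fabp10a had no count.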
